# The Transcriptional Cycle Is Suited to Daytime N_2_ Fixation in the Unicellular Cyanobacterium “*Candidatus* Atelocyanobacterium thalassa” (UCYN-A)

**DOI:** 10.1128/mBio.02495-18

**Published:** 2019-01-02

**Authors:** María del Carmen Muñoz-Marín, Irina N. Shilova, Tuo Shi, Hanna Farnelid, Ana María Cabello, Jonathan P. Zehr

**Keywords:** cyanobacteria, diel cycle, marine microbiology, nitrogen fixation, symbiosis, whole-genome expression

## Abstract

Symbiosis between a marine alga and a N_2_-fixing cyanobacterium (*Cyanobacterium* UCYN-A) is geographically widespread in the oceans and is important in the marine N cycle. UCYN-A is uncultivated and is an unusual unicellular cyanobacterium because it lacks many metabolic functions, including oxygenic photosynthesis and carbon fixation, which are typical in cyanobacteria. It is now presumed to be an obligate symbiont of haptophytes closely related to Braarudosphaera bigelowii. N_2_-fixing cyanobacteria use different strategies to avoid inhibition of N_2_ fixation by the oxygen evolved in photosynthesis. Most unicellular cyanobacteria temporally separate the two incompatible activities by fixing N_2_ only at night, but, surprisingly, UCYN-A appears to fix N_2_ during the day. The goal of this study was to determine how the unicellular UCYN-A strain coordinates N_2_ fixation and general metabolism compared to other marine cyanobacteria. We found that UCYN-A has distinct daily cycles of many genes despite the fact that it lacks two of the three circadian clock genes found in most cyanobacteria. We also found that the transcription patterns in UCYN-A are more similar to those in marine cyanobacteria that are capable of aerobic N_2_ fixation in the light, such as *Trichodesmium* and heterocyst-forming cyanobacteria, than to those in *Crocosphaera* or *Cyanothece* species, which are more closely related to unicellular marine cyanobacteria evolutionarily. Our findings suggest that the symbiotic interaction has resulted in a shift of transcriptional regulation to coordinate UCYN-A metabolism with that of the phototrophic eukaryotic host, thus allowing efficient coupling of N_2_ fixation (by the cyanobacterium) to the energy obtained from photosynthesis (by the eukaryotic unicellular alga) in the light.

## Abstract (precis)

The symbiotic N_2_-fixing cyanobacterium UCYN-A, which is closely related to Braarudosphaera bigelowii, and its eukaryotic algal host have been shown to be globally distributed and important in open-ocean N_2_ fixation. These unique cyanobacteria have reduced metabolic capabilities, even lacking genes for oxygenic photosynthesis and carbon fixation. Cyanobacteria generally use energy from photosynthesis for nitrogen fixation but require mechanisms for avoiding inactivation of the oxygen-sensitive nitrogenase enzyme by ambient oxygen (O_2_) or the O_2_ evolved through photosynthesis. This study showed that symbiosis between the N_2_-fixing cyanobacterium UCYN-A and its eukaryotic algal host has led to adaptation of its daily gene expression pattern in order to enable daytime aerobic N_2_ fixation, which is likely more energetically efficient than fixing N_2_ at night, as found in other unicellular marine cyanobacteria.

## INTRODUCTION

Nitrogen (N_2_)-fixing microorganisms (diazotrophs), which reduce atmospheric N_2_ to biologically available ammonium, are critical components of aquatic and terrestrial ecosystems because they supply fixed inorganic N (1). Cyanobacteria are particularly important in N_2_ fixation because they can fuel the energy-intensive N_2_ reduction reaction using energy supplied by oxygenic photosynthesis. In the oceans, the filamentous, non-heterocyst-forming cyanobacterium *Trichodesmium* and the heterocyst-forming symbiont of diatoms (*Richelia* and related cyanobacteria) were believed to be the major N_2_-fixing microorganisms until the discovery of the unicellular cyanobacteria *Crocosphaera*, *Cyanothece*, and “*Candidatus* Atelocyanobacterium thalassa” (UCYN-A) in the open ocean. *Crocosphaera* and *Cyanothece* are free-living marine cyanobacteria, but UCYN-A is unusual in that it lacks oxygenic photosynthesis and is a symbiont of a haptophyte alga (related to Braarudosphaera bigelowii). UCYN-A symbiosis is geographically widespread and is important in oceanic N_2_ fixation (2 – 5). The UCYN-A genome has been greatly reduced, with massive metabolic streamlining, including the loss of oxygen-evolving photosystem II (PSII), the carbon-fixing enzyme RuBisCO, and the entire tricarboxylic acid (TCA) cycle (6). UCYN-A has been shown to supply fixed N to the haptophyte in exchange for fixed carbon (4, 7), but it is not known how these two single-celled organisms coordinate metabolism and cell growth over the daily division cycle.

N_2_ fixation requires energy and reductant, but the nitrogenase enzyme is inactivated by oxygen (O_2_). Cyanobacteria generally have access to sufficient energy from photosynthesis but require mechanisms for avoiding inactivation of nitrogenase and N_2_ fixation by ambient oxygen (O_2_) or by the O_2_ evolved through photosynthesis. *Trichodesmium* and heterocyst-forming cyanobacteria such as *Richelia* and *Nostoc* fix N_2_ during the day, whereas the free-living unicellular genera *Crocosphaera* and *Cyanothece* fix N_2_ at night. Interestingly, the symbiotic UCYN-A strain appears to fix N_2_ during the day (8 – 10), in contrast to most other unicellular marine N_2_-fixing cyanobacteria, such as *Crocosphaera* and *Cyanothece*.

The processes of N_2_ fixation and photosynthesis in cyanobacteria are regulated daily to increase cellular fitness and ecological competitiveness (11 – 13). Most cyanobacteria have circadian rhythms (11, 14, 15) that are involved in controlling daily cycles of gene transcription and protein synthesis by signal transduction pathways involving the circadian clock *kai* genes. UCYN-A lacks two (*kaiA* and *kaiB*) of the three *kai* genes known in most other cyanobacteria, whereas the non-N_2_-fixing cyanobacterium *Prochlorococcus* lacks only *kaiA*. Thus, the daily whole-genome expression pattern in UCYN-A is of interest to determine if there are daily patterns similar to those in all other cyanobacteria compared to evolutionarily related unicellular cyanobacteria.

We used a whole-genome transcription array that targets two genetically distinct uncultivated sublineages of UCYN-A (UCYN-A1 and UCYN-A2), which have similar but genetically distinct hosts. We compared the UCYN-A whole-genome diel transcription patterns to those of *Cyanothece* sp. ATCC 51142 (16) and Crocosphaera watsonii WH 8501 (17) (both unicellular nighttime N_2_ fixers) and of Trichodesmium erythraeum IMS101 (a filamentous non-heterocyst-forming daytime N_2_ fixer). We also compared their expression levels to whole-genome expression of *Prochlorococcus* sp. MED4 (18) (a marine non-N_2_ fixer) in order to determine how UCYN-A gene expression levels compare to the general cyanobacterial gene expression levels in a sympatric open-ocean species. We found that many genes in UCYN-A have distinct diel expression patterns and that UCYN-A has unusual gene expression patterns in comparison to unicellular N_2_-fixing cyanobacteria that fix N_2_ in the dark; however, it shares some general patterns with daytime N_2_-fixing cyanobacteria, with heterocysts of heterocyst-forming cyanobacteria, and with unicellular non-N_2_-fixing cyanobacteria. Results suggest that optimal metabolism for open-ocean cyanobacteria is aligned to the light period and that symbiosis has enabled the unicellular UCYN-A to shift N_2_ fixation to the daylight period.

## RESULTS AND DISCUSSION

### UCYN-A has a daily rhythm of gene transcription.

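Genes of nitrogenase assembly, transcription, nucleotide supply and DNA precursor supply reached their highest levels at different hours of the day. *hesB* encodes an iron-sulfur protein next to the nitrogenase genes, and in UCYN-A1 it stood at 7.97 log2 units 3 h into the second light period (2L3) and at 4.79 at its end (2L12; replicate SD 0.34, F test adjusted p = 0.00168, n = 12 arrays). *nusG*, for a factor that keeps RNA polymerase elongating, was highest in the middle of the night (D6) in UCYN-A2, at 8.71 against 6.15 at midday (L6; replicate SD 0.35, adjusted p = 0.0059). *guaB*, of guanine nucleotide synthesis, reached 6.67 at 3 h into the dark (D3) and 5.11 at the end of the night (2D12; replicate SD 0.19, adjusted p = 0.00637). By contrast *nrdA*, for the ribonucleotide reductase that makes deoxynucleotides, had 6.88 in the second afternoon (2L9) and 5.97 at D6 (replicate SD 0.02, adjusted p = 0.00508). These 12 arrays cover 8 time points, of which L6, L9, D3 and 2L12 have 2 arrays each. The gene values deposited by the authors are not all at 1 level: the array of D6 and the second array of D3, both on a slide of another format (4x180K), had medians of 3.67 and 3.69 in UCYN-A1 against 4.58 to 4.79 on the others, and levels of genes are therefore given with each array centred on its median. Centring leaves the spread within an array as it was. In UCYN-A1 the 10th and 90th percentiles were 1.27 and 5.49 at D6 and 2.75 and 6.30 on the first L6 array. The first 2L12 array had 2.29 and 6.44 and 2L9 had 2.45 and 6.54, so a wide spread was not particular to D6. How far it raises strong genes or lowers weak ones at D6 or on the afternoon arrays was not tested. With limma's F test on the centred values, 364 of 891 detected genes of UCYN-A1 and 374 of 947 of UCYN-A2 changed among time points at an adjusted p under 0.05, against 140 and 193 on the deposited values. With slide as a block, 5 and 19 genes passed (136 and 185 at an unadjusted p under 0.05), among them COP23, *atpA* and *atpF* in both sublineages. On the deposited values the count fell to between 51 and 66 genes in UCYN-A1 and 98 and 120 in UCYN-A2 without 1 array of L6, L9 or 2L12, and stood at 847 and 872 without the first D3 array and 834 and 865 without the second. The p-values of the F test measure only the spread between arrays of the same time point, which come from the same bucket of seawater as far as the records say. They cannot tell a change with the hour from a difference between buckets.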

UCYN-A has clear diel patterns of gene transcription, with a large fraction of genes that had periodicity of transcript levels over the dark and light periods (27%).

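Genes of transcription, translation, lipid synthesis, respiration and nitrogen fixation differed in the number of arrays on which they stood above background. *rpoA*, for the alpha subunit of RNA polymerase, passed the signal-to-noise minimum of 5 on 12 of 12 arrays in UCYN-A1 and 12 in UCYN-A2. *rps19*, a protein of the small ribosomal subunit, passed on 8 and 7 arrays, and *rpl5*, of the large subunit, on 6 in UCYN-A2. *sqdB*, which makes the sulfolipid of the membranes, passed on 5 arrays in UCYN-A2, and *coxB*, for subunit II of cytochrome c oxidase, on 6. *nifB*, needed for the cofactor of nitrogenase, passed on 10 arrays of UCYN-A2 and 12 of UCYN-A1. With at least 1 array at a ratio of 5 or more, 891 of 1194 genes of UCYN-A1 (74.6%) and 947 of 1242 genes of UCYN-A2 (76.2%) were detected, and 643 and 663 passed on all 12 arrays. The background is the mean of the lowest 5% of an array's gene values taken out of the log2 scale, so it follows the array, and a minimum of 20, chosen after the counts had been seen, left 375 and 405 genes. Scanner files give a second measure of depth for the same arrays, with 57.7% (2L9) to 83.1% (first array of D3) of the spots for custom probes well above background.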

About a third (31%) of the genes in the UCYN-A genome targeted by the array were transcribed at detectable levels (365 of 1,194 total genes in UCYN-A1 and 394 of 1,244 total genes in UCYN-A2) (see Table S1 in the supplemental material). Approximately 85% of these genes had differences in transcript levels between the dark and light periods, accounting for 27% of the total genes in each strain (Tables S1 and S2). 

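Genes with the largest differences between light and dark in the deposited values included subunits of the transcription, translation and DNA topology machinery. *rpoZ*, for the omega subunit of RNA polymerase, was higher in light by 1.42 log2 units in UCYN-A1 (standard error 0.30, adjusted p = 0.00144 from limma), and PSRP-3, for a plastid-type ribosomal protein, by 1.37 (standard error 0.29, adjusted p = 0.00127). The gene for topoisomerase IV subunit A, which unlinks DNA after replication, was higher by 1.00 (standard error 0.29, adjusted p = 0.0139). In UCYN-A2, *thiL*, of thiamine synthesis, was higher in light by 1.26 (standard error 0.30, adjusted p = 0.0475). Relative to the median of each array these 4 differences were 0.90, 0.85, 0.48 and 0.78, and none had an adjusted p under 0.05. Over 5 light and 3 dark time points, limma called 259 genes higher and 8 lower in light in UCYN-A1 and 80 and 4 in UCYN-A2 on the deposited values, whose median differences were 0.55 and 0.51. After array centring limma called 0 genes in either sublineage (187 and 205 at an unadjusted p under 0.05). All 267 and 84 genes kept their direction, but centring shifts the difference of every gene by the same amount. Genes picked for large differences then tend to keep their sign, so this is no separate evidence for the calls. Without the 4x180K slide, and within slide 1 alone, the counts were 0 as well (66 and 67, then 63 and 82, at an unadjusted p under 0.05 from limma). The 24-h Fourier score (FDR under 0.25) called 836 genes of UCYN-A1 (93.8% of detected, 70.0% of all) and 871 of UCYN-A2 (92.0%, 70.1%) on the deposited values, 240 (26.9%) and 434 (45.8%) after array centring, and 3 and 29 without the 4x180K slide. Without the second D3 array it called 252 and 212 genes, and without D6 173 and 269. Calls between light and dark moved with single samples as well. UCYN-A1 had 684 without 2D12, 461 without the first D3 array and 17 without the second, 41 without D3, 168 without L6, 73 without L9, 174 without 2L3, 50 without 2L9, 90 without 2L12 and 0 without D6 (234 at an unadjusted p under 0.05 from limma). UCYN-A2 had 639 without 2D12, 397 and 4 without the first and second D3 array, 52 without the first L9 array, 3 without the first L6 array, D3 or 2L12, and 0 without L9, D6 or 2L9 (343, 187 and 307 at an unadjusted p under 0.05). On simulated genes without any rhythm, lowered by 1 at D6 and by 0.5 at D3 in every gene, the same score called 884 of 891 and 936 of 947. Their spread between time points was only that between replicate arrays, so these numbers may be too high. A shared lower level can still give calls without a rhythm, and array centring left 240 and 434 genes. The counts on deposited values therefore cannot be read apart from the level of those arrays.

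**Figure D1:**
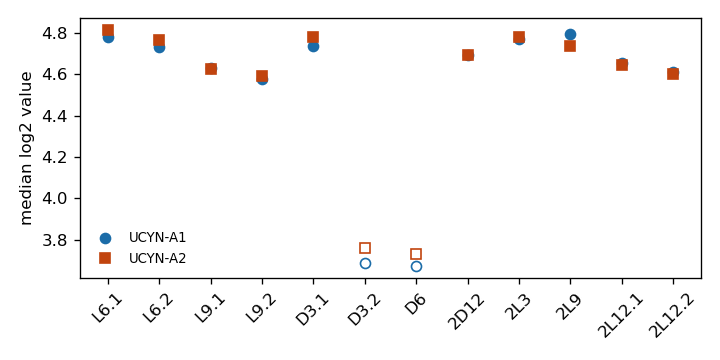
Median log2 value over the genes of each sublineage on each of the 12 arrays, deposited values. Open symbols mark the arrays of the 4x180K slide.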

C. watsonii, *Cyanothece* sp., and *Trichodesmium* cultures also had a large fraction of genes with changes in transcript levels between the dark and light periods (39% in C. watsonii, 20% in *Cyanothece* sp., and 34% in *Trichodesmium*) (Tables S1 and S2).

10.1128/mBio.02495-18.5 TABLE S1 Genes targeted and detected in the transcriptomic analysis for each organism. The first line shows the total number of genes targeted for the microarray analysis. The second line shows the number of the genes transcribed at detectable levels and the third line the number of diel genes. Percentages of genes determined by comparing the total genes targeted in the microarray in each organism are shown at the bottom. Download Table S1, DOCX file, 0.1 MB. Copyright © 2019 Muñoz-Marin et al. 2019 Muñoz-Marin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.02495-18.6 TABLE S2 List of genes with periodic transcriptional patterns for all studied cyanobacteria based on Fourier scores. Genes with a FDR of <0.25 were selected and are represented in this table for further comparison. Download Table S2, XLS file, 1.3 MB. Copyright © 2019 Muñoz-Marin et al. 2019 Muñoz-Marin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

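The highest mean of UCYN-A1 belonged to a gene of protein synthesis. The gene for elongation factor Tu, which brings aminoacyl-tRNAs to the ribosome, had the highest mean of UCYN-A1 at 11.05. A gene for an RNA-binding protein with an RRM domain came next at 10.71, and its value on the 2L9 array was the highest of all. At the low end of the detected genes in Table S5 of the paper lay *rps19* of UCYN-A2 with a mean of 4.16 and *psaE*, for a peripheral photosystem I subunit, with 4.40 in UCYN-A2 and 4.66 in UCYN-A1. Values of the detected genes ran from 0.38 to 13.0 with a median of 4.99 (14704 time-point values on the authors' log2 scale). Among genes of Table S5 only, the range was 2.45 to 13.0 and the median 5.93 (6088 values). The lowest value was on the D6 array of UCYN-A2, which belongs to the slide of lower level.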

The UCYN-A transcription values (log_2_ transformed) ranged from 2 to 13.5, with a median of 6.0. 

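Some genes of the ATP synthase and the cytochrome b6f complex were among the highest of each sublineage, while others of these complexes and of nitrogenase ranked far lower. *atpD*, for the catalytic beta subunit of ATP synthase, ranked 3 in UCYN-A1 (mean 10.43 log2 units, n = 12 arrays) and 2 in UCYN-A2 (9.13), and *atpE*, for the ring of the rotor, ranked 12 and 5. *petB*, for cytochrome b6, ranked 8 (8.07) and 1 (9.27), and *petC*, for the Rieske protein, 9 and 27. The small subunit gene *petN* ranked 6 and 10, but its replicate SDs of 1.79 and 1.65 were among the widest. *nifH*, for the iron protein of nitrogenase, ranked 4 in UCYN-A2 (9.03), and its UCYN-A1 counterpart was not analysed here. The paper kept some probes of conserved genes such as *nifH* that cross-hybridize between the strains, so this value may include UCYN-A1 transcripts. *nifK* ranked 23 in UCYN-A1 and 468 in UCYN-A2, and *nifD* 273 and 103. Lower ranks were held by *atpA* (76 and 209) and *atpB* (357 and 316), which code for the alpha subunit and the membrane subunit a. *psaC*, for the iron-sulfur protein of photosystem I, ranked 53 and 22, and the ferredoxin gene *petF* 80 and 12 for its highest copy. *petL* of UCYN-A2 ranked 13. Means over probes of different sequence compare genes only roughly, because hybridization strength differs between probes.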

In both sublineages, the genes coding for nitrogenase (*nif*), F_0_F_1_-ATP synthase (*atpA* and *atpB*) and the cytochrome *b*_6_*f* complex (*petB*, *petC*, *petF*, and *petL*) and the photosynthetic gene *psaC* were the most highly transcribed among all of the detected genes (Table S5). The transcript levels of the same genes were also high for both sublineages in metatranscriptomes collected during the TARA expedition in the South Atlantic Ocean (19).

10.1128/mBio.02495-18.9 TABLE S5 Detailed lists of normalized transcription values and description for all genes in all studied cyanobacteria. There are two spreadsheets for each organism: “Data” and “Description.” The “Data” spreadsheet shows the normalized transcription values for each time point and the mean expression. Eight points were selected for UCYN-A (L6, L9, D3, D6, 2D12, 2L3, 2L9, and 2L12), 9 points for T. erythraeum (D12, L3, L6, L9, L12, D3, D6, D9, and 2D12), 6 points for *Cyanothece* sp. ATCC 51142 (L2, L6, L10, D2, D6, and D10), 8 points for C. watsonii WH 8501 (D11, L1, L6, L11, D1, D6, 2D11, and 2L1) and 19 points for *Prochlorococcus* sp. MED4 (D12 to 2L12 [representing time points occurring every 2 h]). “L” and “D” stand for the light period and the dark period, respectively, “2L” and “2D” for the second light-dark cycle, and the number that follows for the hour corresponding to the time of entry into the light or dark period. The “Description” spreadsheet shows the annotation and pathways of each gene for each organism. Download Table S5, XLSX file, 2.6 MB. Copyright © 2019 Muñoz-Marin et al. 2019 Muñoz-Marin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The two UCYN-A sublineages were similar with respect to the periodicity of their transcript levels, despite divergence in gene sequences at the amino acid level (genome-wide average of 14%), in cell morphology (19), and in genome size (Fig. 1). 

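Genes with the same function in the 2 sublineages mostly followed each other through the day. *nifD*, for the alpha subunit of the molybdenum-iron protein, had a correlation of 0.987 between sublineages over the 8 time points with each array centred, and *nusG* had 0.993. *atpA* and *atpB* of ATP synthase had 0.975 and 0.976, and *pgd*, for a dehydrogenase of the pentose phosphate pathway, 0.982. *psaB* of photosystem I had 0.976 and *rps13* of the small ribosomal subunit 0.982. Other genes ran apart: *nifE*, for a scaffold of cofactor assembly, had -0.62 and the glycolysis gene *gap* -0.852. Over 147 pairs of genes that share a KEGG orthology number the median correlation was 0.711, with 115 pairs positive (78.2%) and 31 above 0.9. Among 10000 random pairings the median was 0.0713 and the highest 0.372 (permutation p = 1e-04, the smallest they can give). With the deposited values the median was 0.815 against 0.42 for random pairs, whose highest value of 0.611 reflects the level of the arrays that all genes share. Both sublineages were read on the same arrays, so any error of an array is common to both, and probes of a pair may also share target sequence.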

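The deposited profiles fell mainly into a daytime group that holds genes for division, carbohydrate use and cofactor synthesis. *ftsZ*, for the ring of the dividing cell, *pdhA*, for pyruvate dehydrogenase, and *cbiX*, of cobalamin synthesis, belonged to a group of 1255 diel genes (649 of UCYN-A1 and 606 of UCYN-A2), highest at 2L9 and lowest at D6. *nifD*, *atpB* and *petC* lay in a group of 339 genes (148 and 191) that was highest at 2L3 and also lowest at D6. Grouping after array centring gave 290 genes highest at 2L12, with *ftsZ* and *cbiX* of UCYN-A1 among them, and 104 highest at 2L3, with *nifD* and *petB* of both sublineages. The number of 4 groups was set in advance, as the paper has 4, and the genes grouped are those that the Fourier score called. For the deposited values 88.6% of detected genes of UCYN-A1 and 82.2% of UCYN-A2 were lowest at D6, which fell to 18.3% and 21.4% after array centring. The largest group moved from 1255 to 290 genes, with fewer genes called and grouped after centring.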

There were four gene clusters as determined based on the time of day exhibiting the highest relative transcript level (Fig. 1). Cluster I had the highest relative transcript level during the day (with the maximum seen 10 h into the light period) and included genes involved in cell division (e.g., *ftsZ*, *murG*, *minE*, and *murB*), DNA replication (e.g., *topA*, *rpoE*, and *DPO3B*), ABC transportation (e.g., *nikA*, *nikB*, *pstC*, and *cbiO*), and carbohydrate and lipid metabolism (e.g., *pdhA*, *pgi*, *fabG*, and *fabH*) and a few photosynthesis genes (*petL*, *psaD*, and *ccsB*). 

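Some genes for cell-wall assembly, DNA topology, metal uptake, fatty acid synthesis and cytochrome maturation were highest in the afternoon, and others of the same pathways were not or did not change. *murB*, an enzyme of peptidoglycan precursor synthesis, had 6.68 log2 units at 2L12 and 5.80 at 2D12 in UCYN-A2 (replicate SD 0.06, F test adjusted p = 0.0088, n = 12 arrays), while *murG* of UCYN-A1 varied by only 0.40 (adjusted p = 0.122). *topA*, which relaxes supercoiled DNA, reached 6.31 at 2L12 and fell to 4.92 at D6 (replicate SD 0.21, adjusted p = 0.00956), and the sigma factor gene *rpoE* reached 6.56 (adjusted p = 0.0358). *nikB*, for a permease of nickel uptake, was highest at 2L12 in UCYN-A2 over a range of 0.80 (adjusted p = 0.0467), but *nikA* did not pass (adjusted p = 0.354). For the cobalt transporter, a *cbiO* copy of UCYN-A1 was highest at 2L12 with 5.72 (adjusted p = 0.0346) and the other at D6 with 6.09 (adjusted p = 0.0198). *pdhA* of UCYN-A2 had 6.64 at 2L9 against 5.42 at D6 (replicate SD 0.11, adjusted p = 0.00782). *psaD*, for the ferredoxin-docking subunit of photosystem I, had 7.48 at L9 and 5.24 at D3 (replicate SD 0.34, adjusted p = 0.00471), and *ccsB*, of cytochrome c maturation, 7.88 at 2L12 and 6.42 at D6 in UCYN-A1 (replicate SD 0.13, adjusted p = 0.00235). In the fatty acid synthesis list, *fabD*, which loads malonyl groups, had 6.40 at L9 (adjusted p = 0.0107) and *accC*, of acetyl-CoA carboxylase, 6.99 at 2L9 (adjusted p = 0.0102), while *fabH* passed in neither sublineage (adjusted p = 0.692 and 0.146). Against all other genes that list differed between light and dark by 0.09 in UCYN-A1 (n = 7 genes, camera adjusted p = 0.858) and 0.14 in UCYN-A2 (n = 7, adjusted p = 0.727). All afternoon arrays share slide 2, and on slide 1, which has no afternoon array, ranges shrank to 0.25 for *topA*, 0.25 for *psaD* and 0.23 for *ccsB*.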

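Large afternoon maxima also occurred for a subunit of the electron transport chain and for nitrogenase. *petL* encodes a small subunit of the cytochrome b6f complex, and in UCYN-A2 it had 9.70 log2 units at 2L9, 8.79 at the same hour of the first day and 7.48 at D3 (replicate SD 0.22, F test adjusted p = 0.0059, n = 12 arrays). On the deposited values its range was 3.01 log2 units, a fold of 8.06, and 2.22 after array centring. *nifK*, for the beta subunit of the molybdenum-iron protein, had 8.66 at 2L9, 8.43 at L9 and 6.17 at D3 in UCYN-A1 (replicate SD 0.63, adjusted p = 0.0339). Its deposited range was 3.41, a fold of 10.6, and its light minus dark difference 1.94 (standard error 0.33, adjusted p = 9.55e-05 from limma) became 1.42 after array centring (standard error 0.36, adjusted p = 0.18). Fitted with a block for slide, *petL* passed (adjusted p = 0.0321 from limma) and *nifK* of UCYN-A1 did not. That fit cannot compare afternoon with other hours, as all afternoon arrays lie on slide 2 with no other time point, so it does not test these maxima. Within slide 1 *petL* was highest at L6 over a range of 0.82, and *nifK* at 2L3 over 1.48.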

The transcription levels for the *petL* gene, encoding subunit 6 of the cytochrome *b*_6_*f* complex, and for the only nitrogen fixation-related gene in this cluster (*nifK*) showed a substantial (more than 3-fold) change at that time.

**FIG 1:**
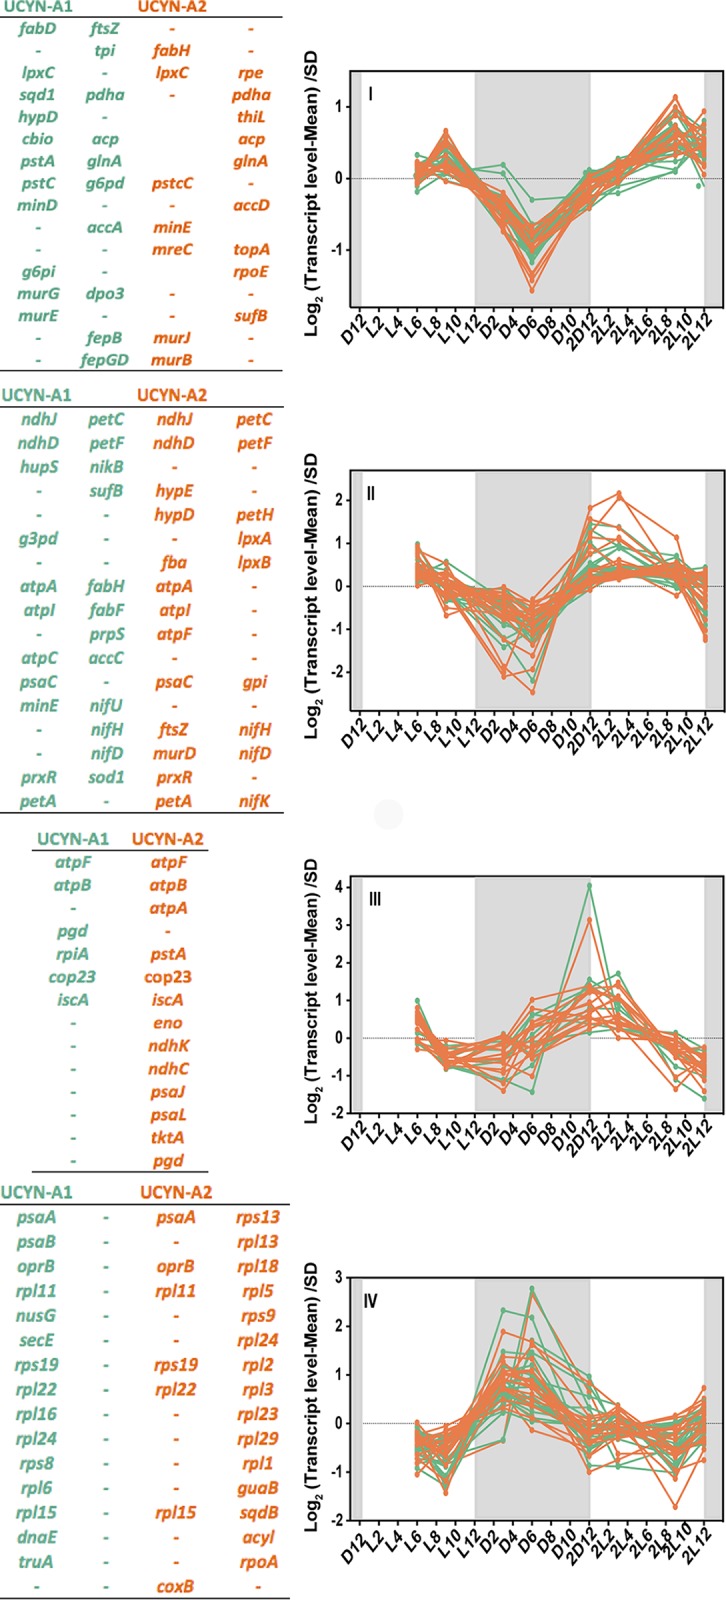
Four different clades (indicated by I-IV) based on Pearson correlation of the transcription profiles of UCYN-A1 and UCYN-A2 genes over light-dark cycles. The transcription value of each gene at each time point was normalized to the mean at all time points and divided by the standard deviation (SD) (*y* axis, log 2 scale). The *x* axis represents time points where “D” and “L” stand for dark and light, respectively, followed by a number corresponding to the hour of entry into the light or dark period. The second light-dark cycle is indicated as “2D” followed by a number corresponding to the hour of entry into the light or dark period. The shaded area represents the dark period. In each cluster, the most representative genes are listed in the table attached to the plot. UCYN-A1 genes are coded in green and UCYN-A2 genes are coded in orange.

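Genes *nifU* and *nifS* of iron-sulfur cluster supply, *talA* and a copy of *chlE* had higher levels at sunrise than in the night before. *nifU*, a scaffold for iron-sulfur clusters, had 5.09 log2 units at D6 and 6.43 at 2D12 in UCYN-A1 (replicate SD 0.10, F test adjusted p = 0.00665, n = 12 arrays). *nifS*, the cysteine desulfurase that feeds it, had 5.86 at D3 and 7.53 at 2D12 in UCYN-A2 (replicate SD 0.22, adjusted p = 0.019), and *talA*, for transaldolase, 4.92 and 6.03 (replicate SD 0.15, adjusted p = 0.038). *chlE*, for the cyclase of chlorophyll synthesis, reached 7.27 at 2D12 in UCYN-A1 and 4.56 at D3 (replicate SD 0.35, adjusted p = 0.00598). Both 2D12 and 2L3 were taken to lie on slide 1 with an array of D3, and there the range was 1.36 for *nifU*, 1.70 for *nifS*, 1.21 for *talA* and 3.07 for *chlE*. None of these 4 passed with slide as a block, whereas *atpF* of both sublineages and *nifB* of UCYN-A2 did (adjusted p = 0.0336, 0.00726 and 0.0085 from limma). Both sunrise time points have 1 array each.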

The transcript abundances of genes from clusters II and III had similar patterns, with an increase before sunrise and a decrease during the dark period. 

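Most nitrogen fixation genes were highest around sunrise, and their lowest levels fell in the night or at the end of the day. *nifH* of UCYN-A2, for the iron protein that donates electrons to the catalytic site, had 10.87 log2 units at 2L3 and 7.22 at D3 (replicate SD 0.50, F test adjusted p = 0.00697, n = 12 arrays), and its deposited range of 4.16 is a fold of 17.9. Its values may include UCYN-A1 transcripts, as the paper kept cross-hybridizing *nifH* probes. *nifD*, for a subunit of the catalytic protein, had 8.32 at 2L3 and 4.73 at D6 in UCYN-A2 (replicate SD 0.35, adjusted p = 0.00311) and 6.80 at 2D12 and 4.18 at D6 in UCYN-A1 (replicate SD 0.27, adjusted p = 0.00293), with deposited folds of 24.8 and 12.5. *nifK* of UCYN-A2 reached 6.40 at 2D12 and 3.89 at 2L12 (replicate SD 0.18, adjusted p = 0.00253). *nifD* and *nifK* of UCYN-A2 had adjusted p-values of 0.0336 and 0.0118 from limma with slide as a block, and within slide 1 their ranges from D3 were 3.46 and 2.50. The whole nitrogen fixation list did not separate light from dark: against all other genes the difference was -0.07 in UCYN-A1 (median of members 0.37 deposited and -0.15 centred, n = 10, camera adjusted p = 0.513) and 0.21 in UCYN-A2 (n = 12, adjusted p = 0.917), where camera's direction on the deposited values was down although the mean was above the other genes. Adjusted over the list alone, 1 of 10 members was higher in light in UCYN-A1 and 0 of 12 in UCYN-A2 by limma (1 at an unadjusted p under 0.05). In UCYN-A1 the sign depended on the setting and turned positive within slide 1 (0.09, adjusted p = 0.882) and with 2D12 counted as light (0.33, adjusted p = 0.723). Without 2D12 or 2L12 the difference from all other genes was 0.22 or 0.04 in UCYN-A1, and without D3 that of UCYN-A2 turned from 0.21 to -0.10. Leaving out 2D12 and 2L12 together, the list of UCYN-A2 was higher in light and passed camera at the preset correlation. It was the only setting in which this list gained a call, and an estimated correlation was not run for it. The dark group includes 2D12, the sunrise sample in which many of these genes peaked.

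**Figure D2:**
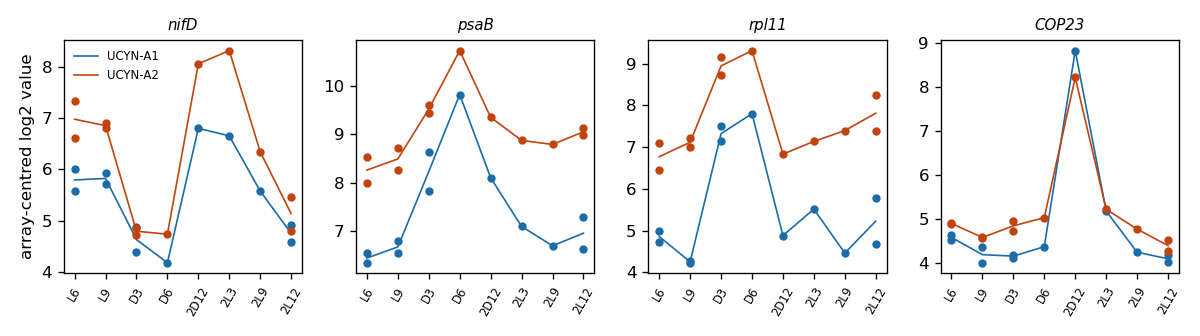
Array-centred log2 values of *nifD*, *psaB*, *rpl11* and COP23 over the 8 time points in each sublineage. Points are arrays, lines join time-point means.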

The highest relative transcript levels for the genes in clusters II and III were seen at 4 h and 1 h after sunrise, respectively, and included genes involved in nitrogen fixation (*nifHDK* operon) that increased 4-fold in transcription during the light period. However, these clusters also included genes involved in oxidative phosphorylation (e.g., NADH dehydrogenase subunit-related genes and ATP synthase-related genes) and in carbohydrate catabolism such as those involved in glycolysis (e.g., *gap1*, *fbaA*, *pgi*, and *eno*), in the pentose phosphate pathway (*opcA* and *zwf*), and in photosynthesis (e.g., cytochrome *b*_6_*f* complex subunit genes). 

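Most ATP synthase subunits had maxima around sunrise, while the NADH dehydrogenase, glycolysis and the cytochrome b6f complex were mixed. *atpA*, for the alpha subunit, had 6.86 log2 units at 2L3 and 3.94 at D3 in UCYN-A2 (replicate SD 0.19, F test adjusted p = 0.00212, n = 12 arrays) and 7.18 and 5.54 in UCYN-A1 (replicate SD 0.08, adjusted p = 0.00148). *atpB*, for the proton channel, had 6.61 at 2D12 and 4.38 at D3 in UCYN-A1 (replicate SD 0.17, adjusted p = 0.00109), and *ndhK*, for the subunit next to the quinone site, 8.96 at 2L3 and 7.19 at 2L12 in UCYN-A2 (replicate SD 0.07, adjusted p = 0.00212). *petA*, for cytochrome f, had 7.55 at L6 and 6.04 at 2L12 (replicate SD 0.14, adjusted p = 0.00301) and *petC* 8.65 at 2L3 in UCYN-A1 (adjusted p = 0.00598). *eno*, for enolase, was highest at 2L12 in UCYN-A1 (6.25, adjusted p = 0.0122) and at 2D12 in UCYN-A2 (6.81, adjusted p = 0.015). *fbaA*, for fructose bisphosphate aldolase, and *gap* changed in neither (adjusted p = 0.48 and 0.114, then 0.323 and 0.0596). A fit with slide as a block passed 2 of 7 ATP synthase genes of UCYN-A1 and 3 of 9 of UCYN-A2, and also *ndhK* of UCYN-A2 (adjusted p = 0.0428 from limma). Within slide 1 the range of *atpA* was 1.66 and 3.14, and all 7 and 8 of 9 ATP synthase genes had their maximum at 2D12 or 2L3 there. Camera found no light minus dark difference for ATP synthase (-0.13, adjusted p = 0.749, and 0.10, adjusted p = 0.641), NADH dehydrogenase (-0.04, 0.858, and 0.03, 0.625) or cytochrome b6f (0.11, 0.927, and 0.29, 0.579), and for ATP synthase of UCYN-A2 camera's direction turned from down to up with array centring. Within slide 1, a setting added after the values had been seen, the ATP synthase and b6f lists of UCYN-A2 were higher in light by 0.57 and 0.68 (camera adjusted p = 0.0267 each), and both calls were lost at an adjusted p = 0.825 with an estimated correlation.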

In most cyanobacteria, genes encoding proteins involved in carbohydrate catabolism are highly transcribed during the night and are essential for survival under dark conditions.

The gene with the most dramatic difference in transcript levels between the light and dark periods encoded membrane protein COP23 (23-kDa circadian oscillating protein), which had a change in transcript abundance of more than 5-fold in both UCYN-A strains (Fig. 1). 

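COP23 codes for a 23-kDa membrane protein first described in a unicellular cyanobacterium for its circadian oscillation, and here it stood far above its other values at sunrise. In UCYN-A1 it had 8.83 log2 units at 2D12, against 4.37 at D6 and 5.18 at 2L3 (replicate SD 0.15, F test adjusted p = 0.000122, n = 12 arrays). UCYN-A2 had 8.22 at 2D12, 5.03 at D6 and 5.22 at 2L3 (replicate SD 0.11, adjusted p = 0.000687). The gene was high only in the sunrise sample, which belongs to the dark group, and its light minus dark difference had no call after array centring (-1.33, standard error 0.93, adjusted p = 0.389 from limma, and -1.26, standard error 0.68, adjusted p = 0.294). Deposited ranges were 5.48 and 4.15 log2 units, folds of 44.6 and 17.7. Both genes passed with slide as a block (adjusted p = 0.00409 and 0.00213 from limma), and within slide 1 the ranges were 4.70 and 3.32. The maximum rests on 1 array, as 2D12 was not replicated.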

COP23, a protein which may have a critical role in membrane function, has been detected only in nitrogen-fixing cyanobacteria (20).

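Some photosystem I subunits and a carbohydrate porin had higher values at night. *oprB*, for an outer-membrane porin that lets sugars through, had 9.26 log2 units at D6 and 4.86 at L9 in UCYN-A1 (F test adjusted p = 0.0293, n = 12 arrays), with a wide replicate SD of 1.21, and 8.46 and 4.94 at D6 and L6 for a copy of UCYN-A2 (replicate SD 0.62, adjusted p = 0.0109). On the deposited values *oprB* of UCYN-A1 was lower in light, at -1.94 (standard error 0.39, adjusted p = 0.000963 from limma). *psaJ*, which anchors the plastocyanin side of photosystem I, had 8.21 at D6 and 4.84 at 2L9 in UCYN-A2 (replicate SD 0.37, adjusted p = 0.00753), and *psaL*, of the trimer contact, 7.43 and 5.68 at D6 and 2L12 (replicate SD 0.30, adjusted p = 0.0235). In UCYN-A1 *psaL* and *psaC* did not change (adjusted p = 0.245 and 0.166). The photosystem I list was lower in light than all other genes by -0.70 in UCYN-A1 (n = 5, camera adjusted p = 0.00959 after array centring) and -0.58 in UCYN-A2 (n = 10, adjusted p = 0.0434). The calls were lost at an adjusted p = 0.745 and 0.552 with an estimated correlation. Adjusted over the list alone with arrays centred, 2 of 5 and 5 of 10 members were lower in light and 0 higher by limma, and since the paper chose these genes on the same samples the counts are not independent evidence. On the deposited values 1 was lower and 0 higher in UCYN-A1, and 3 were lower and 2 higher in UCYN-A2. Within slide 1 with arrays centred the differences were -0.40 (adjusted p = 0.0582) and -0.32 (adjusted p = 0.309), and in UCYN-A2 slide as a block gave -0.32 (adjusted p = 0.0792). With 2D12 counted as light, UCYN-A1 had -0.48 (adjusted p = 0.229). This list was fixed as part of a larger set of lists and is reported alone because the paper makes a claim on it.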

Cluster IV had genes with the highest transcript level during the night and the lowest during the day and included genes encoding photosystem I (PSI) subunits and a carbohydrate porin (*oprB*) and also genes encoding ribosomal proteins with 2- and 4-fold changes during the night period. 

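On the deposited values, groups with night or sunrise maxima were the smallest, and the night group held many genes of the translation machinery. *rpl11*, *rps13* and *nusG* were in a group of 83 genes (28 of UCYN-A1 and 55 of UCYN-A2), highest at D3 and lowest at L9, together with *psaB*, *oprB* and *truA*, for a tRNA pseudouridine synthase, of both sublineages. *hesB* and *pgd*, of nitrogenase assembly and of the pentose phosphate pathway, were in a group of 30 genes (11 and 19) highest at 2D12. After array centring 187 genes were highest at D6, with *rpoA*, for the alpha subunit of RNA polymerase, and the chlorophyll synthesis gene *chlP* among them, and 93 at 2D12. D6 then held the maximum of 18.4% of all detected genes of UCYN-A1 and 22.3% of UCYN-A2. Membership rests on the Fourier score, so the sizes follow the counts of that score.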

Cluster IV had the lowest number of genes compared with the other clusters. 

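The core subunits of photosystem I were highest in the middle of the night in both sublineages. *psaA* and *psaB* code for the pair of large proteins that bind the reaction centre pigments. In UCYN-A2 *psaA* had 9.87 log2 units at D6 and 6.48 at L6 (replicate SD 0.53, F test adjusted p = 0.0088, n = 12 arrays), and *psaB* 10.72 at D6 and 8.26 at L6 (replicate SD 0.26, adjusted p = 0.00746). *psaB* of UCYN-A1 had 9.82 at D6, 8.11 at 2D12 and 6.45 at L6 (replicate SD 0.38, adjusted p = 0.00406), and *psaA* of UCYN-A1 was not analysed here. Light minus dark was -1.74 for *psaA* (standard error 0.33, adjusted p = 0.0366 from limma) and -1.42 for *psaB* of UCYN-A1 (standard error 0.29, adjusted p = 0.000963) on the deposited values. After array centring these were -2.21 and -1.94, with adjusted p-values of 0.185 and 0.132 from limma. None of the 3 genes passed with slide as a block, and within slide 1 their ranges were 1.83, 1.34 and 1.65, with the maximum at D3 in UCYN-A2 and at 2D12 in UCYN-A1. D6 is a single array on the 4x180K slide, and the first array of D3, on slide 1, had 8.30 for *psaA*, above 6.37 and 6.59 on the L6 arrays of that slide.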

Surprisingly, the PSI genes (*psaA* and *psaB*) were expressed during the night, as seen in many anoxygenic phototrophic bacteria (21), whereas these genes are expressed during the day in most oxygenic cyanobacteria (including mats) (22).

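Genes of transcription, tRNA modification, ATP synthesis and membrane lipid synthesis had their maxima at different hours. *rpoA*, for the alpha subunit of RNA polymerase, was highest at D6 with 6.95 log2 units in UCYN-A1 and 7.41 in UCYN-A2 (replicate SD 0.31 and 0.20, F test adjusted p = 0.00771 and 0.00697, n = 12 arrays). *truA*, which modifies tRNAs, had 7.38 at D6 and 5.46 at L9 in UCYN-A2 (replicate SD 0.23, adjusted p = 0.00665). *atpI*, of the ATP synthase operon, had 7.41 at 2D12 and 4.70 at D3 (replicate SD 0.38, adjusted p = 0.00782), and *lpxC*, of outer-membrane lipid synthesis, 5.73 at L9 and 4.95 at L6 (replicate SD 0.17, adjusted p = 0.0197). The authors scored each gene for a 24-h Fourier component, set the detected genes with a periodic score against all genes on the array, and grouped them by hour of the maximum. The paper concludes from its results that gene expression in UCYN-A follows a daily rhythm with strong periodicities. The deposited array values carry a lower level of the D6 array and of the second D3 array in nearly every gene. For its grouping the paper describes centring and scaling over both genes and samples, and it does not say whether that removed such a level. Relative to the median of each array, 40.9% of detected genes in UCYN-A1 and 39.5% in UCYN-A2 changed among time points by limma's F test, which asks for any change and not for a 24-h period. Without the 4x180K slide 299 and 374 genes passed that test. The samples span little more than 1 day and give 2 afternoon time points at the same hour, L9 and 2L9, so a repeat of the cycle is seen only there. At probe level, in the scanner files scaled to the 75th percentile, the Fourier score called 739 of 11671 probes (6.33%), and limma called 0 between light and dark (2068 at an unadjusted p under 0.05). These are single probes, not combined to genes. They were kept by the flag for signal well above background and scored with fewer background sets, so this share does not compare directly with shares of genes.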

The results show that UCYN-A has a daily rhythm of gene expression with strong periodicities of transcript levels over the diel cycle. Daily patterns of gene transcription in cyanobacteria are typically regulated by a circadian rhythm mediated by *kai* gene products (11). Rhythmic daily transcription patterns are still possible without the full suite of *kai* genes; for example, the marine cyanobacterium *Prochlorococcus* sp. MED4 lacks one of the circadian genes, *kaiA*, and yet it maintains strong diel gene transcription patterns (18). However, *Prochlorococcus* sp. PCC 9511 loses the typical periodicities of the circadian clock under conditions of continuous light (23). 

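*kaiC* encodes the ATPase and kinase at the centre of the cyanobacterial clock, and in UCYN-A1 its probes lay close to background. Its signal-to-noise ratio ran from 2.21 to 5.11 over the 12 arrays and reached the minimum of 5 only on the first array of 2L12. The mean was 3.46 log2 units, with 25.7% of the genes of UCYN-A1 below it. Its array-centred values ran from 3.14 at D6 to 3.75 at 2L3 (replicate SD 0.17) and did not change among time points (adjusted p = 0.298 from limma's F test). By the rule of at least 1 array the gene counts as detected, and by that of 6 or 12 arrays it does not.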

In the case of UCYN-A, it lacks two of the three *kai* genes (24), which is unique among cyanobacteria; furthermore, the *kaiC* gene was not transcribed at detectable levels. It is unclear what controls the UCYN-A diel gene expression pattern, but it could be that (i) there are unidentified components of a clock and signal transduction pathway or (ii) the pattern could be driven by the physiological differences between light and dark conditions and might primarily be driven by energy supplied by the eukaryotic partner. It is possible that the diel transcription patterns in UCYN-A are primarily regulated by the daily host metabolism, which itself is likely to be circadian. However, it is not yet known whether the UCYN-A diel cycle is maintained under constant conditions in UCYN-A or whether the diel pattern is maintained in the absence of the partner alga.

### UCYN-A transcription patterns are similar to those of aerobic marine daytime N_2_-fixers and non-N_2_-fixers.

UCYN-A had diel whole-genome expression patterns that were different from those of phylogenetically closely related unicellular cyanobacteria (17). Only a few genes (such as those encoding ATP synthase) had the same daily pattern among all cyanobacteria, presumably differing because of physiology (e.g., N_2_-fixing or not). The unicellular cyanobacteria C. watsonii WH 8501 and *Cyanothece* sp. ATCC 51142, which fix N_2_ during the night, expressed many genes in a pattern opposite that seen with daytime N_2_-fixing T. erythraeum and UCYN-A (Fig. 2; see also Tables S3, S4, and S5). Interestingly, the diel transcription patterns of N_2_ fixation and PSI genes in UCYN-A were opposite those in *Cyanothece* sp. ATCC 51142 and C. watsonii WH 8501 and similar to those in T. erythraeum (Fig. 2; see also Tables S3, S4, and S5).

**FIG 2:**
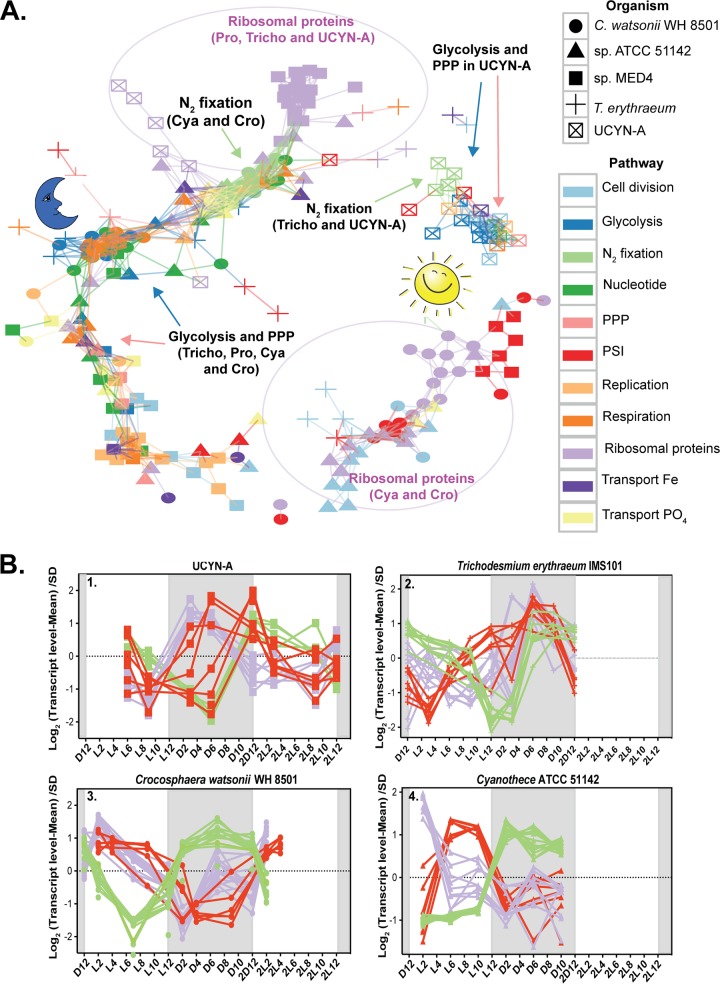
(A) Transcriptional network based on Pearson correlation of gene transcription over the diel cycle in all studied cyanobacteria. The genes are connected if correlation coefficient for their transcription patterns is higher than 0.5. The genes shown are diel genes with variable transcription patterns among the studied cyanobacteria. The arrows point to genes for glycolysis, the pentose phosphate pathway, and N_2_ fixation in the studied diazotrophs. The purple circles demarcate genes for ribosomal proteins included in the analysis. Abbreviations: *Prochlorococcus* sp. MED4 (Pro), *Cyanothece* sp. ATCC 51142 (Cya), C. watsonii WH 8501 (Cro), T. erythraeum (Tricho), pentose phosphate pathway (PPP), photosystem I (PSI). (B) Four time course plots for the N_2_-fixing cyanobacteria, showing the diel transcription patterns of photosystem I genes, N_2_ fixation genes, and genes for ribosomal proteins.

10.1128/mBio.02495-18.7 TABLE S3 Gene orthologs among all studied cyanobacteria. The orthologs were identified as the best hits in reciprocal blastn searches for each pair of genomes. Orthologs of UCYN-A diel genes detected in the other cyanobacteria are listed in sheets 2 to 5. The percentages of diel genes shared between UCYN-A and the respective cyanobacterial species were calculated relative to the total gene orthologs identified by blastn for the two cyanobacterial species. Download Table S3, XLSX file, 0.4 MB. Copyright © 2019 Muñoz-Marin et al. 2019 Muñoz-Marin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.02495-18.8 TABLE S4 Genes selected for network analysis. A minimum of 50% of genes of UCYN-A with diel transcription patterns is represented in the figure. The same genes or genes in the same pathway were represented for the rest of cyanobacteria. The last column (“Genes selected for network”) indicates the genes that were used to build the network analysis whose results are presented in Fig. 2 and 6. Download Table S4, XLS file, 1.2 MB. Copyright © 2019 Muñoz-Marin et al. 2019 Muñoz-Marin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

As observed for the activity of nitrogenase, it has been demonstrated that levels of *nif* transcripts and the biosynthesis of different components of the nitrogenase complex are very sensitive to O_2_ (22, 25 – 27), most likely as a consequence of the need to avoid energy losses associated with the degradation of this enzyme by O_2_. Thus, the different patterns observed in the genes involved in N_2_ fixation in the cyanobacteria studied here presumably are due to the different mechanisms used to protect the nitrogenase complex from the O_2_ produced by photosynthesis. 

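Both nitrogenase and photosystem I genes had sunrise maxima in part of their members, in addition to the night maxima of the photosystem I core. *nifB*, for the first step of cofactor synthesis, had 6.52 log2 units at 2D12, 5.84 at 2L3 and 3.12 at D3 in UCYN-A2 (replicate SD 0.28, F test adjusted p = 0.00352, n = 12 arrays), and 7.57 and 6.26 at 2D12 and 2L12 in UCYN-A1 (replicate SD 0.10, adjusted p = 0.00379). *nifE* behaved otherwise in UCYN-A2, with 6.69 at 2L9 and 5.72 at D3 (replicate SD 0.14, adjusted p = 0.00775). *psaE*, for a subunit on the ferredoxin side, had 5.80 at 2D12 and 3.00 at 2L9 in UCYN-A2 (replicate SD 0.47, adjusted p = 0.0277), with a signal-to-noise ratio of 5 on only 8 arrays. *psaF*, for the plastocyanin-docking subunit, had 7.41 at 2D12 in UCYN-A1 without passing (adjusted p = 0.0595). Averaged over the list, nitrogen fixation genes went from 5.66 at D3 to 6.57 at 2D12 and 5.87 at 2L9 in UCYN-A1, and from 5.50 to 7.00 and 6.33 in UCYN-A2. Photosystem I genes averaged 7.14 at D6, 6.94 at 2D12 and 6.08 at 2L9 in UCYN-A1, and 7.49, 7.07 and 6.34 in UCYN-A2. Maxima fell at 2D12 or 2L3 for 8 of 10 and 9 of 12 nitrogen fixation genes, and within slide 1 for 9 and 11. For photosystem I they fell there for 3 of 5 and 1 of 10, and within slide 1 for 4 and 5. Blocking on slide, limma passed 0 nitrogen fixation genes of UCYN-A1 (4 at an unadjusted p under 0.05) and 3 of UCYN-A2, and 0 photosystem I genes of either (2 and 3 at an unadjusted p under 0.05). The groups of hours used for these counts were chosen after the values had been seen.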

T. erythraeum and UCYN-A showed maximum transcript levels of the nitrogenase and PSI genes just prior to dawn but maintained high levels of transcripts for both sets of genes during the day. The peak of transcript levels just before dawn was likely due to the advantage of synthesizing nitrogenase in preparation for N_2_ fixation in the early hours of the day (28).

The diel expression patterns of genes that are unrelated to N_2_ fixation in the aerobic daytime N_2_ fixers (T. erythraeum and UCYN-A) were also more similar to those of non-N_2_-fixing sympatric cyanobacteria of the genus *Prochlorococcus* and of heterocysts of heterocyst-forming cyanobacteria than to those of the nighttime N_2_-fixing cyanobacteria (C. watsonii and *Cyanothece* sp.). 

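Most genes for ribosomal proteins were highest at night in both sublineages. *rpl11*, for a protein of the large subunit stalk, had 7.80 log2 units at D6 and 4.25 at L9 in UCYN-A1 (replicate SD 0.42, F test adjusted p = 0.00265, n = 12 arrays), and *rps13*, at the head of the small subunit, 7.68 and 4.29 at D6 and 2L9 (replicate SD 0.45, adjusted p = 0.00401). In UCYN-A2 *rps9* had 8.86 at D6 and 5.61 at L9 (replicate SD 0.24, adjusted p = 0.00253) and *rpl23* 7.25 and 4.95 (replicate SD 0.18, adjusted p = 0.00253). Other members ran the other way, such as *rps1*, which binds mRNA, with 7.65 at 2L9 and 6.31 at D6 in UCYN-A2 (replicate SD 0.12, adjusted p = 0.00311). Against all other genes the list was lower in light by -0.56 in UCYN-A1 (median of members -0.49, n = 37, camera adjusted p = 4.53e-06) and -0.87 in UCYN-A2 (median -1.02, n = 39, adjusted p = 5.41e-11) with arrays centred. Both calls were lost at an adjusted p = 0.753 and 0.552 with an estimated correlation. On the deposited values of UCYN-A1 the median of members was 0.03 and the mean -0.02, of opposite sign, and camera's direction was down. Within slide 1 with arrays centred both lists passed (camera adjusted p = 7.7e-05 and 5e-08), and without the 4x180K slide too (0.00303 and 1.43e-06). These calls were also lost with an estimated correlation, at camera adjusted p = 0.894 and 0.825 within slide 1 and 0.939 and 0.762 without the 4x180K slide. Adjusted over the list alone with arrays centred, 16 of 37 members were lower and 1 higher in UCYN-A1 and 21 of 39 lower and 1 higher in UCYN-A2, counts that are not independent evidence as the paper named these genes from the same samples. On the deposited values 4 were lower and 7 higher in UCYN-A1 and 14 lower and 2 higher in UCYN-A2. Without the 4x180K slide 0 passed in either direction. The maximum was at D6 for 24 and 33 members, and within slide 1 at D3 for 26 and 33. Once slide was a block, limma passed 0 members in UCYN-A1 (14 at an unadjusted p under 0.05) and 2 in UCYN-A2, *rps9* and *rpl23* (adjusted p = 0.015 and 0.0298).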

The transcript levels of genes encoding ribosomal proteins in both UCYN-A and T. erythraeum were higher during the night, probably because the reduced nitrogen required for the synthesis of new proteins was obtained during the day (Fig. 2; see also Tables S4 and S5). Similar patterns were observed in *Prochlorococcus*, with higher transcript levels seen during the night (Fig. 2; see also Tables S4 and S5), while genes encoding ribosomal proteins in C. watsonii WH 8501 and *Cyanothece* sp. ATCC 41142 had maximum transcript levels during the day (Fig. 2; see also Tables S4 and S5). Intriguingly, these results imply that both UCYN-A and T. erythraeum have adopted daytime gene transcription patterns for the main metabolic pathways, minimizing cellular processes in the dark. The nighttime patterns of the transcript levels of the ribosomal proteins (genes) would make it possible to have proteins synthesized in order to make the most efficient use of the light period, as seen in *Prochlorococcus*. Because UCYN-A and *Trichodesmium* are likely the two most abundant N_2_-fixing cyanobacteria in the open ocean, it appears that direct coupling of N_2_ fixation to photosynthesis is important in the oligotrophic environment (as long as low oxygen concentrations are maintained in the cell).

Phosphorus is a vital element for cellular energetics and growth and is acquired by oceanic bacterioplankton primarily as phosphate (29 – 31). 

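The phosphate ABC transporter genes did not share a single hour of maximum. *pstC*, for a membrane permease, had 6.02 log2 units at 2L12 and 4.93 at 2D12 in UCYN-A2 (replicate SD 0.06, F test adjusted p = 0.00467, n = 12 arrays), but varied by only 0.46 in UCYN-A1 (adjusted p = 0.261). *pstA*, for the other permease, had 7.55 at 2L9 and 6.58 at 2D12 in UCYN-A1 (replicate SD 0.14, adjusted p = 0.0274), and in UCYN-A2 was highest at D6 without passing (adjusted p = 0.0623). *pstS*, for the phosphate-binding protein, was highest at night, with 5.93 at D6 in UCYN-A1 (adjusted p = 0.0443) and 6.85 at D3 against 5.87 at L9 in UCYN-A2 (replicate SD 0.10, adjusted p = 0.00772). The median light minus dark difference of the 3 genes was 0.12 in UCYN-A1 and -0.37 in UCYN-A2 relative to the array median, and 3 members are too few for the list test. No member passed with slide as a block (0 at an unadjusted p under 0.05 by limma), and within slide 1 ranges were at most 0.22.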

The UCYN-A phosphate ABC transporter had the same diel pattern as that in *Trichodesmium* for genes involved in DNA replication, with higher transcript levels during the day (Table S5) but with maximum transcript abundances during the late afternoon in *Crocosphaera* and *Cyanothece* (17, 32). The presence of high levels of phosphate transporters during the day could meet the increased demand for inorganic phosphate (33, 34) during DNA replication, which occurs during the day in UCYN-A and *Trichodesmium*. Similar patterns were observed in the heterocyst-forming *Richelia* species, with peak expression of P acquisition genes at approximately 15:00 h, suggesting that the apparent rhythmicity of P acquisition could be a common feature of daytime N_2_ fixers (35).

The factor initiating DNA replication, DnaA, is a protein that is highly conserved in prokaryotes although it is absent in red algae, the cyanobacterial symbiont *Nostoc azollae* (36), and also the spheroid bodies of diatoms (37). The genome of UCYN-A lacks the *dnaA* gene as well. Recent studies suggested that DnaA is not essential for DNA replication and that the lack of *dnaA* could suggest a preadaptation of the genome to enable the symbiosis (38). 

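Division and replication genes had small afternoon maxima in most cases. *ftsZ*, for the tubulin-like ring protein, had 7.59 log2 units at 2L9 and 6.65 at 2D12 in UCYN-A1 (replicate SD 0.15, F test adjusted p = 0.02, n = 12 arrays), and did not change in UCYN-A2 (adjusted p = 0.628). *minE*, which places the ring, had 6.30 at 2L9 and 5.05 at D3 in UCYN-A2 (replicate SD 0.13, adjusted p = 0.00598), and *murJ*, a flippase of cell-wall precursors, 7.00 and 5.45 at 2L9 and D6 (replicate SD 0.12, adjusted p = 0.00532). The RNase H gene *rnhA*, which removes RNA primers, ran the other way in UCYN-A1, with 5.67 at D3 and 3.51 at 2L9 (replicate SD 0.21, adjusted p = 0.003). *gyrA* of the DNA gyrase and *mreB* of cell shape did not pass (adjusted p = 0.137 and 0.153 for *gyrA*, 0.0519 for *mreB*), and *mreB* was highest at D3. Maxima were in the afternoon for 8 of 11 list members in UCYN-A1 and 10 of 11 in UCYN-A2. Afternoon maxima were common in general: L9, 2L9 and 2L12 held 11.4%, 22.8% and 17.2% of those of all detected genes in UCYN-A1. In UCYN-A2 the shares were 8.0%, 24.6% and 15.8%, and the list's counts were not tested against them. Against all other genes the list differed between light and dark by 0.05 (camera adjusted p = 0.582) and 0.28 (adjusted p = 0.174) with arrays centred. Adjusted over the list alone, 7 of 11 and 7 of 11 members were higher in light on the deposited values, members that the paper chose on the same samples, and 1 and 0 after array centring. For either sublineage limma passed 0 members with slide as a block (1 and 0 at an unadjusted p under 0.05), and within slide 1 the range was 0.35 for *ftsZ*, 0.33 for *minE* and 0.09 for *murJ*. No afternoon sample lies on slide 1, so hour and slide cannot be told apart for these genes.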

In UCYN-A and T. erythraeum, genes for DNA replication (*dnaE* and the RNase H_1_ gene), DNA topoisomerases, DNA gyrases, and cell division (*ftsZ*, *mre*, and *min*) showed maximum transcript levels during the day (i.e., after midday) and minimum levels at night (Fig. 3A; see also Fig. S1 in the supplemental material). In contrast, the nighttime N_2_-fixing *Cyanothece* sp. ATCC 51142 and C. watsonii WH 8501 confined cell division to the period of transition from dark to light at sunrise. The temporal delay in cell division in *Cyanothece* and *Crocosphaera* has been suggested to reflect the need to recover energy reserves with light-derived energy after nighttime metabolic activity (39). The similarity of the pattern in UCYN-A to that in *Trichodesmium* is consistent with UCYN-A shifting metabolism to the daytime.

**FIG 3:**
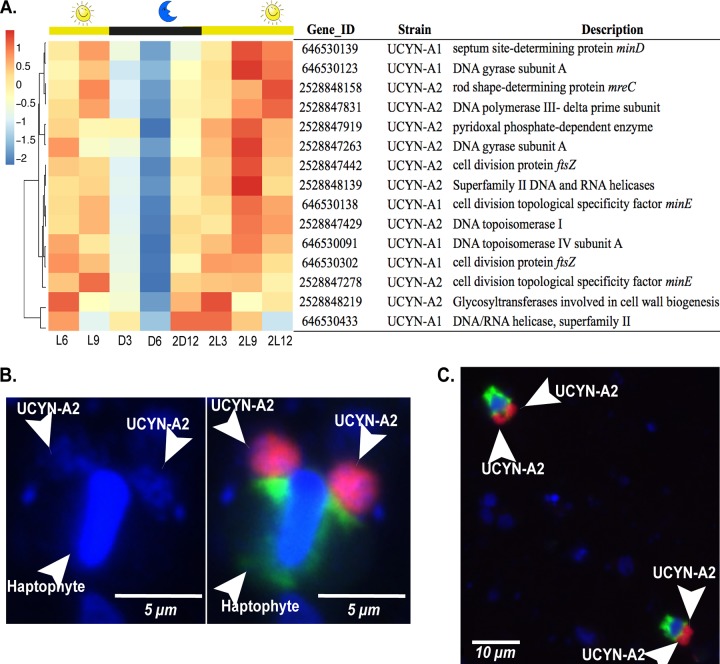
Transcription of genes for replication and cell division in UCYN-A. (A) (Upper panel) Diel transcription patterns for cell division and replication genes in UCYN-A1 and UCYN-A2 over the light-dark cycle. Hierarchical clustering of genes was based on Pearson correlations between their transcription profiles. The transcription values of the genes were standardized at each time point, and the blue-red scale shows by how many standard deviations a transcription value was lower (blue) or higher (red) than the mean transcription values over the diel cycle (Z score). The Gene ID and the gene product corresponding to each gene for UCYN-A1 and UCYN-A2 are shown. Time periods are indicated on the *x* axis as “L” (light) and “D” (dark) followed by a number corresponding to the hour after the sunrise and sunset periods started. The second light-dark cycle is indicated as “2D” followed by a number corresponding to the hour of entry into the light or dark period. (Lower panel) Epifluorescence micrographs of dividing UCYN-A2 detected with CARD-FISH (19). (B) Two big clusters of UCYN-A2 cells and the attached haptophyte host. (Left panel) The nucleus of the host and the UCYN-A2 cells were visualized with DAPI stain (blue). (Right panel) The UCYN-A2 strain (red) and its haptophyte host (green). (C) Two different associations of UCYN-A2 with its haptophyte dividing in samples from Scripps Pier.

10.1128/mBio.02495-18.2 FIG S1 Transcription patterns in *T. erythraeum* for the cell division and replication genes over the light-dark cycle. Hierarchical clustering of genes was based on Pearson correlation of gene transcription profiles. The transcription values fof each gene at each time point were standardized, and the blue-red scale shows by how many standard deviations a transcription value is lower (blue) or higher (red) than the mean transcription values over the diel cycle (Z score). “L” and “D” stand for light and dark, respectively; those notations are followed by the hour corresponding to the time after the light and dark periods started. The second light-dark cycle is indicated as “2D,” and that notation is followed by the number of the hours corresponding to entry into the light or dark period. Download FIG S1, PDF file, 0.8 MB. Copyright © 2019 Muñoz-Marin et al. 2019 Muñoz-Marin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Microscopy counts of B. bigelowii–UCYN-A2 symbiosis were performed eight times during two diel cycles in order to observe the timing of cell division (Fig. 3B and C; see also Table S6). In both diel cycles, single host cells with two associated UCYN-A2 cells (or groups of cells), corresponding to approximately 60% of the total cell counts, were present at night between 21:00 and 03:00 h. The delay observed between the time of the higher transcription levels after midday and the time of actual cell division at h 21:00 may be explained by the need of the cell to coordinate the assembly of the cell division machinery prior to cell division.

10.1128/mBio.02495-18.10 TABLE S6 Abundance of the haptophyte UCYN-A2 association in CARD-FISH samples during two diel cycles at the Scripps Institution of Oceanography, indicating the number of UCYN-A2 clusters per host cell. Download Table S6, DOCX file, 0.2 MB. Copyright © 2019 Muñoz-Marin et al. 2019 Muñoz-Marin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Unique UCYN-A transcription patterns.

Although many gene transcription patterns in UCYN-A are more similar to those in *Trichodesmium* than to those in other unicellular N_2_-fixing cyanobacteria, some of the patterns were unique to UCYN-A. Such unique gene transcription patterns in the UCYN-A symbiosis may provide clues to possible roles of specific genes involved in adaptation to N_2_-fixing symbiosis, revealing metabolic interdependence between host and symbiont. In order to compare the transcriptomic patterns of these specific genes with those of the rest of the N_2_-fixers, we performed network analysis of the genes using Pearson correlation. Whereas most of the key genes of the major pathways in UCYN-A had higher transcript levels during the day, those of the other unicellular N_2_-fixing cyanobacteria had maximum transcript levels at night (Fig. 4). For example, glycolysis genes in UCYN-A had the highest levels of transcripts at sunrise and midday (maximum light conditions) compared to the other cyanobacteria (Fig. 4 and 5). 

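Among further pathways, chlorophyll synthesis, RNA polymerase and chaperone genes were each divided between night and afternoon maxima in UCYN-A1. *chlL* and *chlN*, for the light-independent protochlorophyllide reductase, had 7.44 and 7.62 log2 units at D6 in UCYN-A2 and 5.08 and 5.79 at L9 (replicate SD 0.23 and 0.18, F test adjusted p = 0.00471 and 0.0054, n = 12 arrays). *chlP*, which reduces the phytol tail, had 7.72 at D6 in UCYN-A1 and 7.11 in UCYN-A2 (replicate SD 0.11 and 0.17, adjusted p = 0.00572 and 0.0245). *rpoC*, for a large subunit of RNA polymerase, had 7.27 at D6 (replicate SD 0.15, adjusted p = 0.00634). Of the chaperones, *clpC* of UCYN-A1 had 8.26 at 2L9 (adjusted p = 0.0157), *grpE* 5.96 at 2L12 (adjusted p = 0.0339) and *dnaJ* 7.26 at D3 (adjusted p = 0.0221), while *grpE* of UCYN-A2 was highest at D6 (6.03, adjusted p = 0.0102). The chlorophyll list differed from all other genes by -0.22 in UCYN-A1 (n = 7, camera adjusted p = 0.666) and -0.40 in UCYN-A2 (n = 7, adjusted p = 0.142), and on the deposited values of UCYN-A2 it passed (adjusted p = 0.0414), a call lost at an adjusted p = 0.334 with an estimated correlation. Chaperones differed by 0.13 (n = 8, adjusted p = 0.701) and -0.16 (n = 6, adjusted p = 0.404). RNA polymerase genes differed by 0.02 in UCYN-A1 (n = 5, adjusted p = 0.977), where camera's direction turned from down to up with array centring, and the 2 genes of UCYN-A2 had a median of -0.78, too few to test. From these lists limma passed 0 genes with slide as a block (2 and 3 chlorophyll, 2 and 1 chaperone, and 1 and 1 RNA polymerase genes at an unadjusted p under 0.05 in UCYN-A1 and UCYN-A2). Chlorophyll genes of UCYN-A2 had their slide 1 maximum at D3 in 5 of 7 cases.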

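Glycolysis genes had amplitudes well under those of nitrogenase or ribosomal protein genes. *glk*, for the glucokinase that starts the pathway, had 5.87 log2 units at 2L12 and 5.07 at D6 in UCYN-A1 (replicate SD 0.04, F test adjusted p = 0.00431, n = 12 arrays), and did not pass in UCYN-A2 (adjusted p = 0.0623). *tpi*, for triose phosphate isomerase, was highest at 2L12 with 7.21 (adjusted p = 0.0524), and *pgi*, for glucose phosphate isomerase, had 6.29 at 2L12 in UCYN-A1 and 5.94 at D6 in UCYN-A2 (adjusted p = 0.0603 and 0.554). *pdhA*, which links the pathway to acetyl-CoA, had 6.17 at L9 in UCYN-A1 (replicate SD 0.10, adjusted p = 0.0175). Averaged over the list, values went from 5.78 at 2D12 and 5.83 at L6 to 6.07 at 2L9 and 6.16 at 2L12 in UCYN-A1, and from 5.83 and 5.82 to 5.93 at L9 and 6.05 at 2L9 in UCYN-A2. Afternoon maxima were found for 7 of 8 and 4 of 6 members. Among all detected genes, L9, 2L9 and 2L12 held 11.4%, 22.8% and 17.2% of maxima in UCYN-A1 and 8.0%, 24.6% and 15.8% in UCYN-A2. The list's counts were not tested against these shares. On slide 1, without afternoon arrays, 3 and 5 members were highest at 2D12 or 2L3. The list differed from all other genes by 0.19 (camera adjusted p = 0.302) and 0.17 (adjusted p = 0.575) between light and dark. With slide as a block 0 members passed in either sublineage (0 at an unadjusted p under 0.05 by limma).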

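Several genes of the pentose phosphate pathway were highest at D6 relative to the other genes. *pgd*, for the dehydrogenase that yields the second NADPH, had 7.99 log2 units at D6 and 5.93 at 2L12 in UCYN-A1 (replicate SD 0.23, F test adjusted p = 0.00695, n = 12 arrays) and 7.32 and 4.84 in UCYN-A2 (replicate SD 0.30, adjusted p = 0.0109). *tktA*, for transketolase, had 7.45 at D6 in UCYN-A1 (replicate SD 0.15, adjusted p = 0.0223) and 7.67 in UCYN-A2 (replicate SD 0.19, adjusted p = 0.0239), where its values in Table S5 differ from the deposited ones. *rpiA*, for ribose phosphate isomerase, had 6.41 at D6 and 5.38 at L9 (replicate SD 0.13, adjusted p = 0.00475). *rpe*, for the epimerase, ran the other way in UCYN-A2, with 6.01 at 2L9 and 5.11 at D3 (replicate SD 0.09, adjusted p = 0.00662). Against all other genes the list was lower in light without passing, at -0.31 in UCYN-A1 (n = 5, camera adjusted p = 0.187) and -0.26 in UCYN-A2 (n = 6, adjusted p = 0.362). Within slide 1 all 5 and 6 members were highest at 2D12 or 2L3, with ranges of 0.59 and 0.95 for *pgd*. With slide as a block limma passed 0 members (2 and 4 at an unadjusted p under 0.05), and D6 is a single array.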

The metabolic pathway that generates reductant for biosynthesis activities (NADPH), i.e., the pentose phosphate pathway (PPP), had similar patterns. 

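*opcA* and *zwf* lie side by side and act on the same step, the entry of glucose 6-phosphate into the oxidative branch, yet their profiles differed. *opcA* had 5.31 log2 units at D6, 5.29 at 2D12 and 4.49 at 2L9 in UCYN-A2 (replicate SD 0.10, F test adjusted p = 0.0254, n = 12 arrays). In UCYN-A1 it had 5.86 at D6 and 5.11 at L9 without passing (replicate SD 0.14, adjusted p = 0.076). *zwf*, for the dehydrogenase itself, had 6.22 at 2L12, 6.16 at L9 and 5.16 at D3 in UCYN-A1 (replicate SD 0.17, adjusted p = 0.00703). Its light minus dark difference of 1.04 on the deposited values (standard error 0.29, adjusted p = 0.0123 from limma) became 0.52 after array centring (standard error 0.23, adjusted p = 0.238). *zwf* of UCYN-A2 did not change (range 0.28, adjusted p = 0.44). The Fourier score called *opcA* of UCYN-A2 on the deposited and on the centred values (FDR 0.0854 and 0.193), and *opcA* of UCYN-A1 only on the deposited ones (0.238 and 0.302). Within slide 1 *opcA* of UCYN-A2 was highest at 2D12 over a range of 0.77, and neither gene passed with slide as a block.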

The allosteric effector *opcA*, which redirects carbon flow to the first enzyme of the PPP (glucose-6-P dehydrogenase [*zwf*]) (18, 40), had a periodic transcript level pattern in UCYN-A (Fig. 4 and 6) that was different from that previously reported in other cyanobacteria (41, 42).

**FIG 4:**
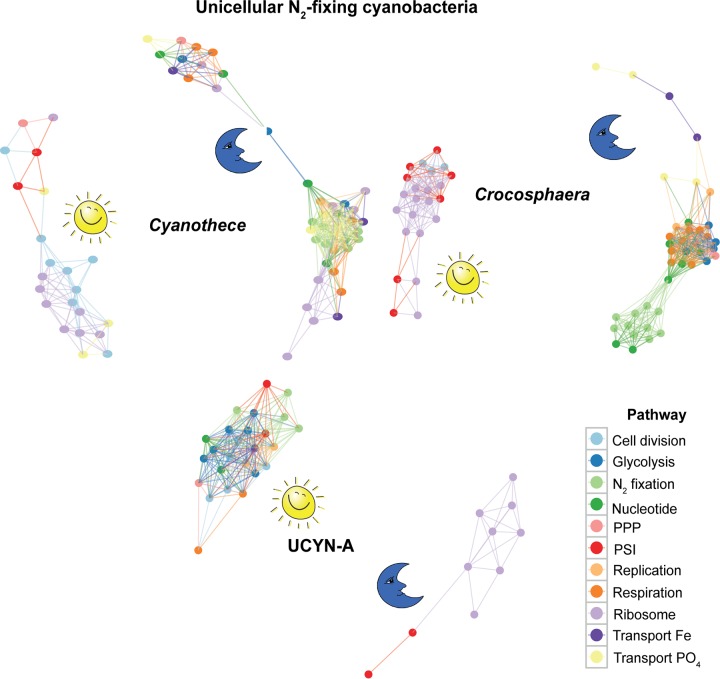
Network showing the Pearson correlation for gene transcriptions in the unicellular N_2_-fixing cyanobacteria *Cyanothece* sp. ATCC 51142 (*Cyanothece*), C. watsonii WH 8501 (*Crocosphaera*), and UCYN-A. Shown here are key genes in major metabolic pathways with distinct diel transcription patterns. The genes are shown as connected if their correlation coefficient for transcription patterns is higher than 0.2. PPP, pentose phosphate pathway; PSI, photosystem I.

**FIG 5:**
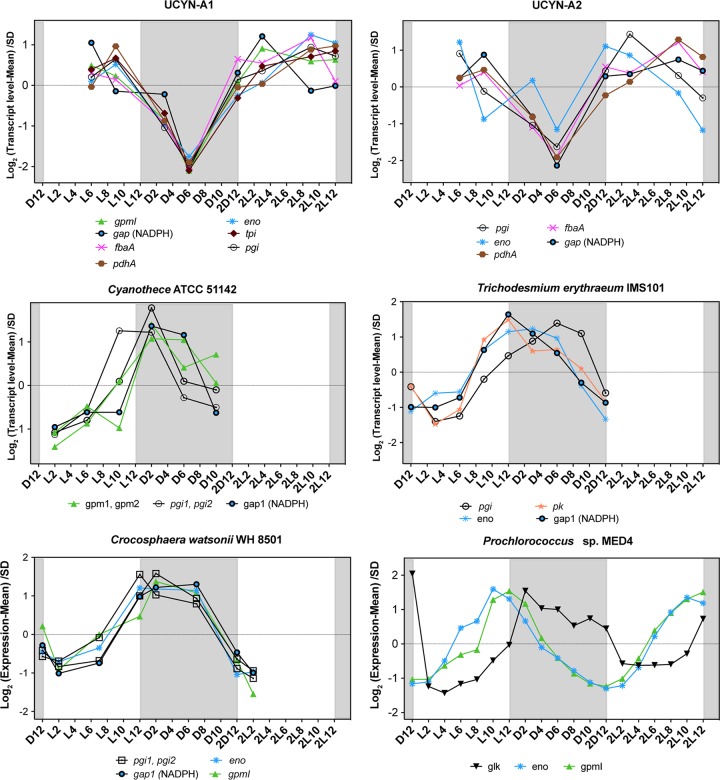
Transcriptional profiles of the genes for glycolysis over light-dark cycles in the cyanobacteria studied here. The transcription value of each gene at each time point was normalized to the mean at all time points and divided by the standard deviation (SD) (*y* axis, log scale). The *x* axis represents time points where “D” and “L” stand for dark and light, respectively, followed by a number corresponding to the hour of entry into the light or dark period. The second light-dark cycle is indicated as “2D” followed by a number corresponding to the hour of entry into the light or dark period. The shaded area represents the dark period.

**FIG 6:**
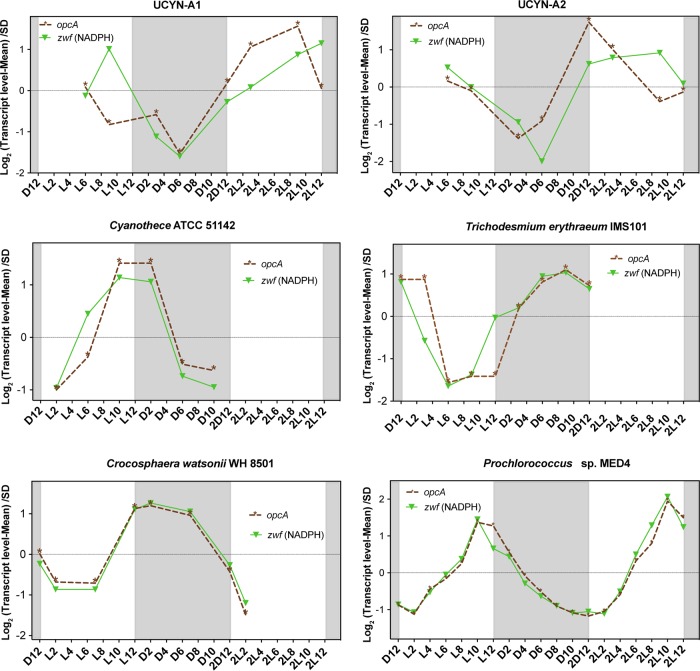
Transcriptional profiles of *opcA* (allosteric effector) and *zwf* (glucose-6-P dehydrogenase) over light-dark cycles in the cyanobacteria studied here. The transcription value of each gene at each time point was normalized to the mean at all time points and divided by the standard deviation (SD) (*y* axis, log scale). The *x* axis represents time points where “D” and “L” stand for dark and light, respectively, followed by a number corresponding to the hour of entry into the light or dark period. The second light-dark cycle is indicated as “2D” followed by a number corresponding to the hour of entry into the light or dark period. The shaded area represents the dark period.

N_2_ fixation in UCYN-A depends on the light period for the supply of photosynthate from the host during the day, as well as possibly producing ATP by cyclic photophosphorylation with PSI. Because UCYN-A cannot fix carbon dioxide, it has to obtain reduced carbon compounds in the same way. On the basis of the genome and transcriptomic profiles, we propose a pathway of carbon metabolism for the regeneration of reductant and ATP in UCYN-A that is needed for N_2_ fixation (Fig. 7). Carbohydrate porins or ABC transporters could transport the carbohydrates from the host to the cyanobacteria during the day and the carbon compounds metabolized through the oxidative pentose phosphate (OPP) pathway or glycolysis pathway. Pyruvate is required for generation of reductant for nitrogenase and also to generate acetyl-coenzyme A (acetyl-CoA) for synthesis of fatty acids.

**FIG 7:**
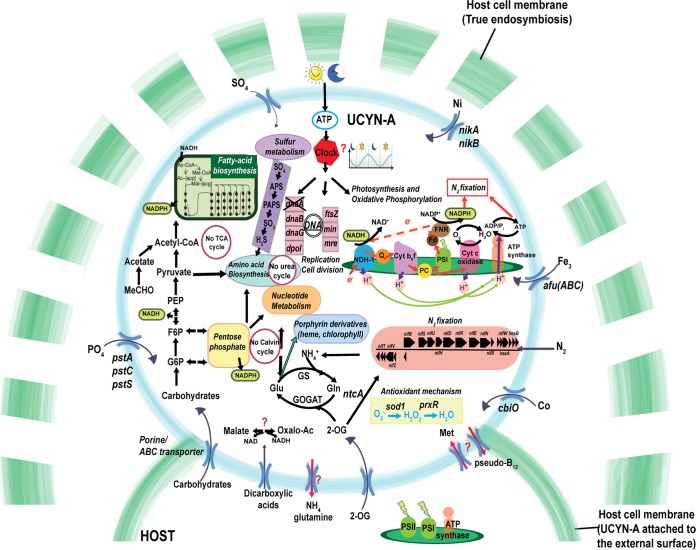
Schematic model of UCYN-A showing the possible main cellular functions, metabolic pathways, and transporters.

Because UCYN-A lacks photosystem II, which normally supplies electrons to photosystem I by splitting water, UCYN-A needs alternative electron donors if it uses PSI to make the reductant NADPH. The NADH generated by the OPP pathway or by glycolysis could reduce the plastoquinone (PQ) pool via the NDH-1 complex and transfer electrons to ferredoxin though the PQ pool, cytochrome *b*_6_*f* plastocyanin, and the action of PSI. Ferredoxin could deliver electrons to the ferredoxin:NADPH oxidoreductase (FNR), which might supply reductant and ATP directly to the dinitrogenase reductase. To increase the ATP/e^−^ ratio, UCYN-A can redirect electrons from PSI to NDH-1 in cyclic phosphorylation. This mechanism to supply nitrogenase with electrons was proposed years ago for heterocysts (43).

Together, the results are consistent with the assumption that UCYN-A uses host-supplied carbohydrates during the day whereas other unicellular cyanobacteria synthesize their own carbohydrates during the day and use them during the evening or at night. The unique distribution of these metabolic processes suggests that UCYN-A has developed the ability to perform light-driven, daytime N_2_ fixation under oxic conditions as a result of symbiosis.

Apart from fixed carbon, several other compounds may be made available to UCYN-A, which may be endosymbiotic and relies on the host for all of its essential nutrients. Interestingly, UCYN-A has the whole pathway for the synthesis of the cyanobacterial type of vitamin B_12_, pseudocobalamin, that can be required for the activity of several vital enzymes in central metabolism (44) (Table S8). Transcription of genes involved in B_12_ synthesis were detected in all cyanobacteria, and some of them had diel patterns (Table S2 and S8). It is unknown if UCYN-A has enzymes that require pseudocobalamin or whether it can be used by the host. However, in order for the host to use pseudocobalamin, it would have to be remodeled in order for it to be accessible to the haptophyte (45). 

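Genes for cobalamin synthesis were mostly highest in the afternoon, with 8 of 10 members in UCYN-A1 and 5 of 8 in UCYN-A2. Among all detected genes L9, 2L9 and 2L12 held 11.4%, 22.8% and 17.2% of maxima in UCYN-A1 and 8.0%, 24.6% and 15.8% in UCYN-A2. The list's counts were not tested against these shares. *cbiH*, which contracts the corrin ring, had 7.36 log2 units at 2L9, 7.16 at L9 and 5.69 at 2D12 in UCYN-A1 (replicate SD 0.06, F test adjusted p = 0.000438, n = 12 arrays), and did not pass in UCYN-A2 (adjusted p = 0.101). *cbiX*, which inserts cobalt, had 6.51 at 2L9 (replicate SD 0.09, adjusted p = 0.00768) and *cobS*, of the last assembly step, 6.19 (replicate SD 0.10, adjusted p = 0.028). *cbiJ*, a reductase of the ring, had 6.04 at 2L9 and 5.07 at 2D12 in UCYN-A2 (replicate SD 0.04, adjusted p = 0.00253). *gltX*, which charges the glutamate that starts the pathway, was highest at D6 in both (5.66 and 6.46, replicate SD 0.16 and 0.11, adjusted p = 0.00783 and 0.00656). On the deposited values light minus dark was 1.45 for *cbiH* of UCYN-A1 (standard error 0.31, adjusted p = 0.0017 from limma) and 1.18 for *cbiJ* of UCYN-A2 (standard error 0.32, adjusted p = 0.0475), and after array centring 0.93 and 0.71 with adjusted p-values of 0.222 and 0.19. The list differed from all other genes by 0.28 in UCYN-A1 (n = 10, camera adjusted p = 0.071) and 0.10 in UCYN-A2 (n = 8, adjusted p = 0.727). The Fourier score called 9 of 10 and 8 of 8 members on the deposited values and 6 and 4 after array centring. With slide as a block limma passed 0 members (1 and 2 at an unadjusted p under 0.05), and within slide 1 the range was 0.20 for *cbiH* and 0.41 for *cbiJ*.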

The role of pseudo-B_12_ biosynthesis in UCYN-A is unclear, but the fact that UCYN-A retains this entire pathway, in such a reduced genome, indicates that it is likely to have an important role, perhaps in symbiosis.

10.1128/mBio.02495-18.12 TABLE S8 Detailed list of genes involved in B_12_ metabolism in all studied cyanobacteria. Download Table S8, XLSX file, 0.04 MB. Copyright © 2019 Muñoz-Marin et al. 2019 Muñoz-Marin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

It is still unclear how N_2_ fixation in UCYN-A avoids the oxygen evolved by the photosynthetic host alga. There are only two possible pathways for consuming O_2_ in UCYN-A, including aerobic (cytochrome-dependent) respiration and the photocatalyzed reduction of O_2_ to H_2_O in PSI such as occurs in the heterocysts of cyanobacteria like *Nostoc* sp. PCC 7120 (46 – 48). The latter, called the Mehler reaction, results in the production of the superoxide radical O_2_^–^, which is subsequently reduced to water (46, 49).

In UCYN-A, the cytochrome *c* oxidase *coxA* gene was transcribed during the night (cluster IV) but also (rarely) during the day, along with a few N_2_ fixation genes (cluster I) (Fig. 1). Moreover, we also found higher transcript levels during the day for the antioxidant enzyme superoxide dismutase (*sod1*) and two peroxiredoxins (*prxR*), which have the ability to detoxify peroxide (Fig. 1 and 7). Both antioxidants would protect the nitrogenase against the reactive oxygen species produced by UCYN-A or the haptophyte host (Fig. 7).

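Cytochrome c oxidase genes had night maxima for some subunits and afternoon maxima for others. *coxA*, for the subunit that reduces oxygen, had 6.90 log2 units at D6 and 6.22 at 2L9 in UCYN-A1 (replicate SD 0.15, F test adjusted p = 0.00885, n = 12 arrays), but 8.08 at 2L9 and 7.29 at D6 in UCYN-A2 (replicate SD 0.15, adjusted p = 0.0109). *coxB*, for the subunit that takes up electrons, was highest at D6 in both, with 7.37 (replicate SD 0.24, adjusted p = 0.0077) and 8.61 against 3.71 at 2L3 (replicate SD 0.59, adjusted p = 0.00697). Light minus dark for *coxB* of UCYN-A2 was -2.20 on the deposited values (standard error 0.41, adjusted p = 0.0366 from limma) and -2.67 after array centring (standard error 0.63, adjusted p = 0.185), with values in Table S5 that differ from the deposited ones. *cox15*, for the heme A synthase, had 8.15 at D6 in UCYN-A2 (replicate SD 0.08, adjusted p = 0.00212) and passed with slide as a block (adjusted p = 0.025 from limma). *cyoE*, for the heme O synthase before it, had 6.86 at 2L12 in UCYN-A1 and 7.11 at 2L9 in UCYN-A2 (replicate SD 0.16 and 0.08, adjusted p = 0.0109 and 0.0126). The list has too few members to test, with medians of -0.34 and -0.30 for light minus dark relative to the array. Within slide 1 the range of *coxA* was 0.36 and 0.20 and that of *coxB* 0.60 and 2.18.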

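Antioxidant genes of UCYN-A1 were highest at night or at sunrise relative to the other genes of the array. *sod1*, for superoxide dismutase, had 5.82 log2 units at D6, 5.77 at 2L3 and 5.16 at L9 in UCYN-A1 (replicate SD 0.07, F test adjusted p = 0.0159, n = 12 arrays). Of the peroxiredoxin genes, a *prxR* copy of UCYN-A1 had 7.03 at D6 and 5.48 at 2L3 (replicate SD 0.32, adjusted p = 0.0326) and the other 5.78 at 2D12 (adjusted p = 0.179). *prxR* of UCYN-A2 was highest at 2L9 without passing (5.75, adjusted p = 0.503), and *gor*, for glutathione reductase, had 5.82 at D6 (replicate SD 0.24, adjusted p = 0.0364). Light minus dark for *sod1* was 0.39 on the deposited values (standard error 0.29, adjusted p = 0.246 from limma) and -0.13 after array centring (standard error 0.18, adjusted p = 0.667), a change of sign that follows the level of the arrays. Medians over the list were -0.24 and -0.09 with arrays centred, and 3 and 2 members are too few to test. Within slide 1 the range was 0.29 for *sod1* with its maximum at 2L3. With slide as a block limma passed 0 members (1 and 0 at an unadjusted p under 0.05).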

It is not currently possible to directly determine the oxygen protection mechanisms in this uncultured microorganism because (i) transcription cannot definitively be related to function and (ii) it is not possible to perform physiological experiments with this low-abundance microorganism, which has yet to be obtained in an axenic culture. Consequently, the issue of protection from O_2_ cannot be directly addressed experimentally, but our results suggest that some of the proteins in UCYN-A could help to protect nitrogenase from the O_2_ generated by host photosynthesis.

Because UCYN-A shows genome reduction normally associated with endosymbiosis (e.g., in Paulinella chromatophora [50]), the unique gene transcription patterns of UCYN-A may provide insights into the evolution of endosymbiosis and organellar evolution. Future studies are needed to determine if the rhythm of these patterns is maintained under constant conditions as in the case of a circadian rhythm, whether the host has a circadian rhythm, and/or whether the daily cycle in UCYN-A simply responds to metabolite availability from the host. It will also be interesting to determine how PSI is involved in supporting the energy or reductant requirements of N_2_ fixation. Such experiments will have to await the establishment of a pure culture.

## MATERIALS AND METHODS

### Diel sampling of UCYN-A.

Surface seawater samples for UCYN-A transcription and catalyzed reported deposition-fluorescence *in situ* hybridization (CARD-FISH) analyses were collected using a bucket from the end of the Scripps Institution of Oceanography (SIO) Ellen Browning Scripps Memorial Pier in La Jolla, CA, USA. Two replicates were collected from the bucket at each time point within 48 h between 28 July and 1 August 2014 for transcriptomic analysis and between 3 and 8 May 2016 for CARD-FISH analysis. A total of 16 samples were collected every 3 to 6 h (with two replicates taken at each of eight time points) as follows: 12:00-L6, 15:00-L9, 21:00-D3, 00:00-D6, 06:00-2D12, 09:00-2L3, 15:00-2L9, and 18:00-2L12. (“L” and “D” stand for the light period and the dark period, respectively, “2L” and “2D” for the second set of light-dark cycles, and the final number for the hour corresponding to entry into the light or dark period.)

For the CARD-FISH assay, 190 ml of seawater from each seawater replicate was fixed with 10 ml 37% formaldehyde (final concentration, 1.87% [vol/vol]) at 4°C in the dark for 1 h. After fixation, 100 ml was filtered at a maximum vacuum pressure of 100 mm Hg onto a 0.6-μm-pore-size, 25-mm-diameter polycarbonate membrane filter (Millipore Isopore; EMD Millipore, Billerica, MA, USA) with a support filter consisting of a 0.8-μm-pore-size, 25-mm-diameter polycarbonate cellulose acetate membrane (Sterlitech Corporation, Kent, WA, USA). The filters were kept at −80°C until processing.

Samples for RNA extraction were collected by filtering a total of 500 ml from each seawater replicate through 0.22-μm-pore-size, 47-mm-diameter Supor filters (Pall Corporation, Port Washington, NY, USA) using a peristaltic pump. Filters were placed in sterile 2-ml bead-beating tubes with sterile glass beads, flash-frozen in liquid nitrogen, and stored at −80°C until extraction.

### Double CARD-FISH assay.

The double CARD-FISH assay was carried out following the protocol designed by Cabello et al. (3) and Cornejo-Castillo et al. (19). Details for all of the probes, competitors, and helpers used in this work are compiled in Table S7 in the supplemental material. More details are provided in Text S1 in the supplemental material. Microscopic evaluation and counting was performed with a Carl Zeiss Axioplan-2 imaging fluorescent microscope (Zeiss, Berlin, Germany) in 3 transects (8.0 by 0.1 mm^2^ each) across the filter piece. Cell dimensions were estimated using AxioVision 4.8 and Image J software (51).

10.1128/mBio.02495-18.1 TEXT S1 Extended description of materials and methods described in the main text. Download Text S1, DOCX file, 0.06 MB. Copyright © 2019 Muñoz-Marin et al. 2019 Muñoz-Marin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.02495-18.11 TABLE S7 List of probes utilized in the visualization of UCYN-A associations by double CARD-FISH. Bold letters represent the mismatches between the sequences designed to distinguish UCYN-A1 and UCYN-A2 and their hosts with high specificity. Download Table S7, DOCX file, 0.07 MB. Copyright © 2019 Muñoz-Marin et al. 2019 Muñoz-Marin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Diel sampling of Trichodesmium erythraeum IMS101 cultures.

Biological triplicate cultures of T. erythraeum were grown in rectangular canted neck polycarbonate cell culture flasks with a 0.2-μm-pore-size vent cap and 225-cm^2^ surface area (Corning Inc., Corning, NY, USA). The cultures were maintained at 26°C on a 12h/12h light/dark cycle at 50 μmol quanta m^−2^ s^−1^ in YBCII media (52) supplemented with 2.8 μmol liter^−1^ ferric ammonium citrate. The light was turned on at h 7:00 and off at h 19:00. The cultures were diluted 10-fold from the inoculum and were verified to be axenic by staining with DAPI (4′,6-diamidino-2-phenylindole) and visualizing cells under an epifluorescence microscope (Carl Zeiss, Thornwood, NY, USA). Growth and cell density were monitored until the cultures reached the exponential phase (∼10 to 14 days after inoculation), during which the cells were harvested for the diel transcription assay. Samples were taken at 3-h intervals starting at the onset of the light period and continuing until the end of the dark period for a total of 24 h. A total of 27 samples were collected from the following nine time points: 7:00-D12, 10:00-L3, 13:00-L6, 16:00-L9, 19:00-L12, 22:00-D3, 1:00-D6, 4:00-D9, and 7:00-2D12 (where “L” and “D” stand for the light period and the dark period, respectively, “2D” for the second light-dark cycle, and the final number for the hour corresponding to entry into the light or dark period). At each time point, 200 ml of each of triplicate cultures (replicates from different flasks) was filtered using a 5-μm-pore-size, 47-mm-diameter polycarbonate membrane filter (Osmonics, Minnetonka, MN, USA). The filters were immediately frozen in liquid nitrogen and stored at −80°C until processing.

### RNA extraction and processing for hybridization to the microarray.

Environmental RNA containing transcripts from UCYN-A cells was extracted using an Ambion RiboPure Bacteria kit (Ambion, Thermo Fisher), with modifications that included mechanical lysis using glass beads (Biospec, Bartlesville, OK). The extracted RNA was treated with a Turbo-DNA-free DNase kit (Ambion, Thermo Fisher) to remove genomic DNA. Sufficient environmental RNA was obtained for two replicates at 4 sampling times (L6, L9, D3, and 2L12) as follows: L6-1, L6-2, L9-1, L9-2, D3-1, D3-2, 2L12-1, and 2L12-2.

Total RNA for T. erythraeum was extracted using an Ambion RiboPure Bacteria kit (Ambion, Thermo Fisher), followed by in-solution DNase digestion with an RNase-free DNase kit and on-column cleanup with an RNeasy MiniElute kit (Qiagen, Valencia, CA, USA).

RNA purity, concentration, and quality were determined using a NanoDrop 1000 instrument (Thermo Scientific, Waltham, MA, USA), a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and an RNA 6000 Nano kit (Agilent Technologies). Only samples with RNA integrity values of >7.0 and ratios of *A*_260_/*A*_230_ and *A*_260_/*A*_280_ of ≥1.8 were processed further.

Double-stranded cDNA (ds-cDNA) was synthesized from environmental RNA samples that contained UCYN-A and amplified following the procedure previously described by Shilova et al. (53). Briefly, 400 ng RNA from each sample was used, and 1 μl of a 1:100 dilution (corresponding to 4.7 aM of ERCC-0016) of RNA spike-in mix 1 (External RNA Control Consortium [54]) (Ambion) was added before amplification was performed to monitor the technical performance of the assay (54).

Double-stranded cDNA was synthesized and amplified using a TransPlex whole-transcriptome amplification kit (WTA-2; Sigma-Aldrich, St. Louis, MO, USA) and antibody-inactivated hot-start *Taq* DNA polymerase (Sigma-Aldrich). The amplified cDNA was purified with a GenElute PCR cleanup kit (Sigma-Aldrich), and the quality and quantity of ds-cDNA were determined using a NanoDrop 1000 instrument, a 2100 Bioanalyzer, and an Agilent DNA 7500 kit (Agilent Technologies). Total RNA volumes of 400 ng yielded on average 12 μg of ds-cDNA. The labeling and hybridization of cDNA samples (1.0 μg of ds-cDNA) to the microarray were done at the Roy J. Carver Center for Genomics (CCG) Facility (University of Iowa, Iowa City, IA, USA) according to the Agilent Technology protocol for arrays.

For T. erythraeum, at least 30 μg of unamplified total RNA with a concentration of 1.0 μg μl^−1^ per sample was provided for 27 samples. A control sample was generated by mixing equal amounts of total RNA, based on NanoDrop-measured concentrations, from each of the 27 samples, resulting in 28 samples in total. Reverse transcription of the total RNA, labeling of cDNA, and hybridization to the array were performed at the Roche NimbleGen facility according to the protocol of the manufacturer (Roche NimbleGen, Inc., Madison, WI, USA).

### Design of the UCYN-A array.

The UCYN-A oligonucleotide expression array was designed using UCYN-A1 and UCYN-A2 genes and the eArray Web-based tool (Agilent Technology Inc.; https://earray.chem.agilent.com/earray/) similarly to the array design previously described by Shilova et al. (53). The gene sequences were obtained from the National Center of Biotechnology Information (NCBI; https://www.ncbi.nlm.nih.gov). Briefly, six probes of 60 nucleotides (nt) in length were designed for each gene, and a total of 6,618 probes (1,199 genes) and 6,862 probes (1,246 genes) were designed for UCYN-A1 and UCYN-A2, respectively. These probes were replicated 4 times in the 8 × 60K array slides and 13 times in the 4 × 180K array slide, which allowed internal evaluation of signals. The sequences of all oligonucleotide probes were tested *in silico* for possible cross-hybridization as described below. The probe sequences were used as queries in the BLASTN against the following available nt databases in June 2014: Marine microbes, Microbial Eukaryote Transcription, and Non-redundant Nucleotides in the Community Cyberinfrastructure for Advanced Microbial Ecology Research and Analysis (CAMERA; https://www.imicrobe.us [55]). Agilent technology allows 5% nt mismatch in the whole probe region; thus, sequences with a range of 95% to 100% nt identity to the target probe are detected. Therefore, all probes with BLASTN hits with ≥95% over 100% of the nt length were deleted. Next, the probe sequences that passed the cross-hybridization filter were clustered using CD-HIT-EST (56, 57) at 95% nt similarity to select unique probes for UCYN-A1 and unique probes for UCYN-A2. Finally, to select probes specific for each strain, the probes with ≥95% nt identity to the genes in the other strain were deleted. However, a few probes that showed cross-hybridization between the two strains for highly conserved genes (such as the *nifH* nitrogenase gene) were retained. In summary, 6,120 probes for 1,194 genes of UCYN-A1 and 6,324 probes for 1,244 genes of UCYN-A2 were chosen.

In addition, standard control probes (IS-62976-8-V2_60Kby8_GX_EQC_201000210 with ERCC control probes added) were included randomly as part of the Agilent Technology array to feature locations on the microarray slide. The final design of the microarray was synthesized on two platforms: ca. 62,976 experimental probes and 1,319 control probes on the 8 × 60K array slide and ca. 180,880 experimental probes and 4,854 control probes on the 4 × 180K array slide. The probe sequences are available at NCBI Gene Expression Omnibus (GEO) under accession number GSE100124.

### Design of the T. erythraeum IMS101 array.

A custom oligonucleotide array for T. erythraeum was designed using a Roche NimbleGen platform (NimbleGen design identifier [ID]: 080610_Trich_erth_UCSC_TS_expr) according to the complete genome assembly of T. erythraeum IMS101 (NC_008312). The genome sequence is publicly available via on-line gateways, including GenBank (https://www.ncbi.nlm.nih.gov/nuccore/NC_008312), IMG (https://img.jgi.doe.gov/cgi-bin/m/main.cgi?section=TaxonDetail&page=taxonDetail&taxon_oid=637000329), and the genome browser at the University of California, Santa Cruz (UCSC) (http://microbes.ucsc.edu/cgi-bin/hgGateway?db=tricEryt_IMS101). Up to six 60-nt-long tiling probes were designed to target each of the 4,788 genes in the genome, resulting in a total of 28,235 probes. The probes were duplicated on the array to allow internal evaluation of hybridization signals. Moreover, 60-nt oligonucleotide tiling probes were also designed to target the intergenic regions that were >60 bp in length at 150-bp intervals, leading to a total of 11,175 probes targeting 3,877 intergenic regions (average, 2.9 probes per intergenic region); however, hybridization data for intergenic probes are not presented here. All the probes were rank ordered and selected based on the following criteria: (i) a minimum annealing temperature of 68°C; (ii) no cross-contamination among the probes for different genes and for different intergenic regions. In addition to the experimental probes, standard control probes were also included on the microarray for quality assessment of the sample preparation, the hybridization process, and the intensity measurements (see Fig. S3 in the supplemental material). The final microarray slides were printed in 4-plex (4 × 72K), format with 67,645 experimental probe features and 7,454 control probe features on one array. The full microarray platform descriptions and data for T. erythraeum are available at NCBI GEO under accession number GSE99896. Microarray hybridization signals were quantified using a GenePix 4000B scanner (Molecular Devices, Sunnyvale, CA, USA) at the Roche NimbleGen facility.

10.1128/mBio.02495-18.4 FIG S3 Box plot showing that quantile normalization of gene hybridization signals for the T. erythraeum IMS101 arrays resulted in similar signal distribution profiles. Raw hybridization data (A) and normalized data (B) are shown for a total of 28 samples. The different colors correspond to different samples. All samples for T. erythraeum IMS101 hybridization passed the quality control testing. Download FIG S3, PDF file, 1.4 MB. Copyright © 2019 Muñoz-Marin et al. 2019 Muñoz-Marin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Microarray data analysis.

All data analyses were performed with R (www.R-project.org) and the Bioconductor Project (58), specifically, using the Biobase (59), Linear Models for Microarray LIMMA (60), arrayQualityMetrics (61), affyPLM (62, 63), and genefilter packages.

**(i) UCYN-A microarray.** Transcription values for each gene were obtained using median polish summarization, and values were normalized using quantile normalization (62, 63) (see Fig. S2). The transcription values for UCYN-A at L6, L9, D3, and 2L12 represent the mean transcription values for the two replicates (L6-1, L6-2, L9-1, L9-2, D3-1, D3-2, 2L12-1, and 2L12-2). Raw and normalized microarray data for UCYN-A were submitted to NCBI GEO under accession number GSE100124. To determine if transcription of a gene was detected, the signal-to-noise ratio (SNR) of each chip was calculated as SNR = (*S_i_* – BG)/BG, where *S_i_* is the hybridization signal for the gene and BG is the chip background signal determined as the average of the lowest 5% of all signals. Transcription was considered to have been detected if the SNR of a transcript was ≥5 (as described previously by Shilova et al. [53]). Transcription values were centered and scaled across genes and samples, and a distance matrix was calculated using Pearson’s correlation coefficient. The distance matrix was then used in hierarchical clustering by a complete agglomeration method to identify clusters of genes with similar patterns of transcription during the diel transcription.

10.1128/mBio.02495-18.3 FIG S2 Box plot showing that normalization of gene hybridization signals for the three UCYN-A arrays resulted in similar signal distribution profiles. All samples used for UCYN-A hybridization passed the quality control testing. Raw hybridization probe data (A, B, and C) and quantile-normalized data (D, E, and F**)** are shown for a total of 12 samples hybridized to three different slides. The distribution of hybridization signals is shown for 10,000 randomly sampled probes (including experimental and control probes) for raw data and for 14,000 probes (experimental) for normalized data. *Y*-axis data represent the hybridization signal shown as a log_2_ exponent. Download FIG S2, PDF file, 0.9 MB. Copyright © 2019 Muñoz-Marin et al. 2019 Muñoz-Marin et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**(ii) T. erythraeum microarray.** The raw microarray data for T. erythraeum were subjected to robust multichip average (RMA) analysis (64) and quantile normalization (62, 63) (see Fig. S3 in the supplemental material). Transcription values for each gene were obtained using median polish summarization (53). The final transcription value for each sample represented the mean of data from up to 12 technical replicates (blocks 1 and 2, with up to six replicate probes in each block in the T. erythraeum microarray design). A gene was selected for further analysis if it had a log_2_ transcription value above 64 in at least 25% of samples and an interquartile range across all samples on the log_2_ scale of at least 0.5. This filtering resulted in 4,128 genes, which were used in further analysis.

**(iii) Comparison of diel transcription patterns for all cyanobacteria.** Transcription data for *Prochlorococcus* sp. MED4, *Cyanothece* sp. ATCC 51142, and Crocosphaera watsonii WH 8501 were collected from previously published data (16 – 18). *Cyanothece* sp. ATCC 51142 and C. watsonii WH 8501 microarray data were downloaded from ArrayExpress (http://www.ebi.ac.uk/aerep/) using accession no. E-TABM-386 and E-TABM-737, respectively. The genes with periodic transcriptional patterns for all cyanobacteria studied here (*Prochlorococcus* sp. MED4, *Cyanothece* sp. ATCC 51142, C. watsonii WH 8501, T. erythraeum, and UCYN-A) were identified using the R package “cycle” based on Fourier analysis, and the genes with a false-discovery rate (FDR) of <0.25 were selected for further comparison (65) (Table S2). To compare the diel transcription patterns among the cyanobacteria, gene transcription values for each cyanobacterium were selected for over 36 h. Eight points were selected for UCYN-A (L6, L9, D3, D6, 2D12, 2L3, 2L9, and 2L12), 9 points for T. erythraeum (D12, L3, L6, L9, L12, D3, D6, D9, and 2D12), 6 points for *Cyanothece* sp. ATCC 51142 (L2, L6, L10, D2, D6, and D10), 8 points for C. watsonii WH 8501 (D11, L1, L6, L11, D1, D6, 2D11, and 2L1) and 19 points for *Prochlorococcus* sp. MED4 (D12 to 2L12 [every 2 h]). “L” and “D” stand for the light period and the dark period, respectively, “2L” and “2D” for the second light-dark cycle, and the final number for the hour corresponding to entry into the light or dark period. Because the studies had a few dissimilar sampling times, the missing values were interpolated using the Stineman algorithm implemented in the *imputeTS* package (66). A network was constructed based on the Pearson correlation and the ‘make_network’ function in phyloseq (67). The maximum distance between connecting nodes was selected as 0.5 unless otherwise noted in the figure legends.

**Accession number(s).** Microarray data have been deposited at the NCBI Gene Expression Omnibus (GEO) under accession numbers GSE100124 and GSE99896.

# Supplementary material for: The Transcriptional Cycle Is Suited to Daytime N2 Fixation in the Unicellular Cyanobacterium “Candidatus Atelocyanobacterium thalassa” (UCYN-A)
**Source:** mBio. 2019 Jan 2;10(1):e02495-18. doi: 10.1128/mBio.02495-18
**Supplement:** TEXT S1

**Supplementary Information**

Extended description of Material and Methods described in the main text.

**Double CARD-FISH assay**

Filters were embedded in 0.1% Ultrapure Agarose (Invitrogen, ThermoFisher, Waltham, MA, USA) to minimize cell loss and incubated at 35ºC for 10-30 min until the agarose was completely dry. The filters were treated with 100 mg lysozyme (37°C, 1 h) and 60 U/mL achromopeptidase (37°C, 30 min) to permeabilize cell walls. The treated filters were then cut into 8 equal slices.

We used competitor probes for specific detection of different species in environmental samples to avoid cross-hybridization with other closely related species (1-4). The competitor probes are unlabeled oligonucleotides which are fully complementary to the mismatch-containing non-target sequence. Moreover, we used helper probes to increase the access of the probe to the 16S rRNA target regions, by binding near the probe target sequence (5, 6). All of the probes, competitors and helpers used in this work are compiled in Table S7.

We used either the probe UPRYM69, which is specific for the UCYN-A1 host, or the UBRADO69 probe, specific for the UCYN-A2 host (Table S7), in the first round of each hybridization. For the first hybridization, filter pieces (1/8 of the filter) were covered with 12 µL hybridization buffer (40% deionized formamide, 0.9 mol L^-1^ NaCl, 20 mmol L^-1^ Tris-HCl pH 8, 0.01% sodium dodecyl sulfate (SDS), 20 mg mL^−1^ blocking reagent (Roche Diagnostic Boehringer, Basel, Switzerland), and 5 ng μL^–1^ of the desired probe (UPRYM69 or UBRADO69), competitor probe and the helper probes (Helper A-PRYM or Helper B-PRYM) and incubated at 46°C overnight. The filters were then incubated at 48°C with the washing buffer (56 mmol L^-1^ NaCl, 5 mmol L^-1^ EDTA, 0.01% SDS, 20 mmol L^-1^ Tris-HCl pH 8) twice, for 10 min in each wash step. After the washing steps, the filters were equilibrated in 1% phosphate-buffered saline (PBS) buffer for 15 min at room temperature.

Tyramide signal amplification (TSA) was done for 10 min in the dark with TSA™Alexa Fluor ® 488 Tyramide following the instructions of the manufacturer (Molecular probes, Eugene, OR, USA). Following amplification, samples were equilibrated with 1% PBS solution for 20 min, rinsed twice with MilliQ water and air-dried. Before the second CARD-FISH hybridization, probe peroxidases were inactivated with 0.01 mol L^-1^ HCl for 10 min at room temperature in the dark, then filters were rinsed twice with MilliQ water and air dried.

For the second hybridization, we used the probe UCYNA1-732 for UCYN-A1 or UCYN-A2-732 for UCYN-A2 with the competitor probe for UCYN-A1 and UCYN-A2 respectively, and the helper probes (HelperA-732 or HelperB-732) at 0.16 ng μL^–1^ each (6) (Table S7). Filters were embedded in the hybridization buffer (50% formamide, 0.9 mol L^-1^ NaCl, 20 mmol L^-1^ Tris-HCl pH 8, 0.01% SDS, 10 mg mL^−1^ blocking reagent and 100 mg mL^− 1^ dextran sulfate) with the probe and helpers and incubated at 35°C for 3 hours.

After the hybridization, the filters were rinsed in washing buffer (9 mmol L^-1^ NaCl, 5 mmol L^-1^ EDTA, 0.01% SDS, 20 mmol L^-1^ Tris-HCl pH 8) at 37°C, and the TSA reaction was done using TSA™ Plus Cyanine 3 System (Perkin Elmer, Inc, Waltham, MA, USA) for 10 min at room temperature in the dark following the manufacturer’s instructions.

Filters were stained with 5 μg mL^–1^ DAPI (4′, 6- diamidino-2-phenylindole), mounted in antifading reagent (77% glycerol, 15% VECTASHIELD and 8% 20 Å~ PBS), and micrographs were obtained using a Leica SP5 Confocal Microscope (Leica Microsystems, Mannheim, Germany) at the University of California, Santa Cruz Life Sciences Microscopy Center. Filters were observed under ultraviolet (for DAPI), blue light (for host stained with Alexa 488) and green light (for UCYN-A stained with Cy3) excitations. Microscopic evaluation and counting was performed with the Carl Zeiss Axioplan-2 Imaging Fluorescent Microscope (Zeiss, Berlin, Germany) in 3 transects (8.0 x 0.1 mm_2_ each) across the filter piece. Cell dimensions were estimated using AxioVision 4.8 and Image J software^40^.

**Design of the UCYN-A array**

The oligonucleotide expression array of UCYN-A was designed using UCYN-A1 and UCYN-A2 genes using eArray web-based tool (Agilent Technology Inc.; https://earray.chem.agilent.com/earray/) similar to the array design described in Shilova et al. (7). The gene sequences were obtained from the National Center of Biotechnology Information (NCBI, <http://www.ncbi.nlm.nih.gov>). Briefly, six probes of 60 nucleotides (nt) length were designed for each gene, and a total of 6618 probes (1199 genes) and 6862 probes (1246 genes) were designed for UCYN-A1 and UCYN-A2, respectively. These probes were replicated (4 times in the 8x60K array slides and 13 times in the 4x180K array slide) which allowed internal evaluation of signals. The sequences of all oligonucleotide probes were tested *in silico* for possible cross-hybridization as described below. The probe sequences were used as queries in the BLASTN against the available nt databases in June 2014: Marine microbes, Microbial Eukaryote Transcription and Non-redundant Nucleotides in the Community Cyberinfrastructure for Advanced Microbial Ecology Research and Analysis (CAMERA, <http://camera.calit2.net/>, (8)). Agilent technology allows 5% nt mismatch in the whole probe region, thus sequences with a range of 95–100% nt identity to the target probe are detected. Therefore, all probes with BLASTN hits with ≥95% over 100% nt length were deleted. Next, probe sequences that passed the cross-hybridization filter, were clustered using CD-HIT-EST (9, 10) at 95% nt similarity to select unique probes for UCYN-A1 and unique probes for UCYN-A2. Finally, to select probes specific for each strain, the probes with ≥95% nt identity to the genes in the other strain were deleted. However, a few probes that showed cross-hybridization between both strains for highly conserved genes (such as the nitrogenase gene, *nifH*) were retained. In summary, 6120 probes for 1194 genes of UCYN-A1 and 6324 probes for 1244 genes of UCYN-A2 were chosen.

In addition, standard control probes as part of the Agilent Technology Array (IS-62976-8-V2_60Kby8_GX_EQC_201000210 with ERCC control probes added) were included randomly to feature locations on the microarray slide. The final design of the microarray was synthesized on two platforms: ca. 62976 experimental and 1319 control probes on the 8x60K array slide and ca. 180880 experimental and 4854 control probes on the 4x180K array slide. The probe sequences are available at NCBI Gene Expression Omnibus (GEO) under accession number GSE100124.

**Design of the T. erythraeum IMS101 array**

A custom oligonucleotide array for *T. erythraeum*was designed using the Roche NimbleGen platform: (NimbleGen design ID: 080610_Trich_erth_UCSC_TS_expr) according to the complete genome assembly of *T. erythraeum* IMS101 (NC_008312). The genome sequence is publically available via gateways including GenBank (<https://www.ncbi.nlm.nih.gov/nuccore/NC_0083120>), IMG (<http://img.jgi.doe.gov:80/cgibin/pub/main.cgi?section=TaxonDetail&page=taxonDetail&taxon_oid=637000329>), and UCSC genome browser (<http://microbes.ucsc.edu/cgi-bin/hgGateway?db=tricEryt_IMS101>). Up to six 60-nt long tiling probes were designed to target each of the 4788 unique genes in the genome, resulting in a total of 28235 probes. The probes were duplicated on the array to allow internal evaluation of hybridization signals. Moreover, tiling 60 nt oligonucleotide probes were also designed to target the intergenic regions >60 bp in length at a 150 bp interval, leading to a total of 11175 probes targeting 3877 intergenic regions (average 2.9 probes per intergenic region), however hybridization data for intergenic probes are not presented here. All the probes were rank ordered and selected based on the following criteria: 1) they must have a minimum annealing temperature of 68ºC; 2) there is no cross contamination among the probes for different genes and for different intergenic regions. In addition to the experimental probes, standard control probes were also included on the microarray for quality assessment of the sample preparation, the hybridization process and the intensity measurements. The final microarray slides were printed in 4-plex (4x72K) format with 67645 experimental probe features and 7454 control probe features on one array. The full microarray platform descriptions and data for *T. erythraeum* are available at NCBI GEO under accession number GSE99896. Microarray hybridization signals were quantified using a GenePix 4000B Scanner (Molecular Devices, Sunnyvale, CA, USA) at the Roche NimbleGen facility.

**Microarray data analysis**

All data analyses were performed with R (www. R-project.org) and the Bioconductor Project (11), specifically using the Biobase (12), Linear Models for Microarray LIMMA (13), arrayQualityMetrics (14), affyPLM (15, 16), and genefilter packages.

*UCYN-A microarray*

Transcription values for each gene were obtained using median polish summarization, and values were normalized using quantile normalization (15, 16) (Figure S2). The transcription values for UCYN-A at L6, L9, D3 and 2L12 are the mean transcription of the two replicates (L6-1, L6-2, L9-1, L9-2, D3-1, D3-2, 2L12-1 and 2L12-2). Raw and normalized microarray data for UCYN-A were submitted to NCBI GEO under accession number GSE100124. To determine if transcription of a gene was detected, the signal-to-noise ratio (SNR) of each chip was calculated as: SNR = (S_i_–BG)/BG; where S_i_ is the hybridization signal for the gene and BG is the chip background signal determined as average of the lowest 5% of all signals. Transcription was considered detected if SNR of a transcript was ≥5 (as in (Shilova et al. 2014). Transcription values were centered and scaled across genes and samples, and a distance matrix was calculated using Pearson’s correlation coefficient. The distance matrix was then used in hierarchical clustering by a complete agglomeration method to identify clusters of genes with similar patterns of transcription during the diel transcription.

*T. erythraeum microarray*

The raw microarray data for *T. erythraeum* were subjected to robust multichip average (RMA) analysis (17) and quantile normalization (15, 16) (Figure S3). Transcription values for each gene were obtained using median polish summarization (7). Final transcription value for each sample was a mean of up to twelve technical replicates (Blocks 1 and 2 with up to six replicate probes in each block in the *T. erythraeum* microarray design). The genes with detected transcription were determined as described above for the UCYN-A microarray.

*Comparison of diel transcription patterns for all cyanobacteria*

Transcription data for *Prochlorococcus* sp. MED4, *Cyanothece* sp. ATCC 51142 and *Crocosphaera watsonii* WH 8501 were collected from previous published data (18-20). *Cyanothece* sp. ATCC 51142 and *C. watsonii* WH 8501 microarray data were downloaded from ArrayExpress (<http://www.ebi.ac.uk/aerep/>) using accession no. E-TABM-386 and E-TABM-737, respectively. The genes with periodic transcriptional patterns for all studied cyanobacteria (*Prochlorococcus* sp*.* MED4, *Cyanothece* sp. ATCC 51142, *C. watsonii* WH 8501, *T. erythraeum* and UCYN-A) were identified using the R package “cycle” based on Fourier analysis. The False Discovery Rate (FDR) was chosen based on the distribution of the Fourier scores (21). In the case of *C. watsonii* WH 8501 and *Cyanothece* sp. ATCC 5114 the genes with FDR≤0.30 were selected for further comparison, while all the rest of organisms have genes with FDR FDR≤0.25 (Table S2). To compare the diel transcription patterns among the cyanobacteria, gene transcription values for each cyanobacterium were selected for over 36 hours. Eight points were selected for UCYN-A (L6, L9, D3, D6, 2D12, 2L3, 2L9, 2L12), 9 points for *T. erythraeum* (D12, L3, L6, L9, L12, D3, D6, D9, 2D12), 6 points for *Cyanothece* sp. ATCC 51142 (L2, L6, L10, D2, D6, D10), 8 points for *C. watsonii* WH 8501 (D11, L1, L6, L11, D1, D6, 2D11, 2L1) and 19 points for *Prochlorococcus* sp. MED4 (D12 - 2L12 every 2 hours). L and D stand for light and dark period, respectively, 2L and 2D the second light-dark cycle, and the number the corresponding hours entering light or dark period. Because the studies had a few dissimilar sampling times, the missing values were interpolated using the Stineman algorithm implemented in the *imputeTS* package (22). A network was constructed based on the Pearson correlation and using ‘make_network’ function in phyloseq (23). The maximum distance between connecting nodes was selected as 0.5 unless otherwise noted in figure legends.

**References for supplemental information**

1. Manz W, Amann R, Ludwig W, Wagner M, Schleifer K. 1992. Phylogenetic oligodeoxynucleotide probes for the major subclasses of *Proteobacteria* problems and solutions. Syst Appl Microbiol 15:593-600.

2. Lin X, Wakeham S, Putnam I, Astor Y, Scranton M, Chistoserdov A, Taylor G. 2006. Comparison of vertical distributions of prokaryotic assemblages in the anoxic Cariaco Basin and Black Sea by use of fluorescence in situ hybridization. Appl Environ Microbiol 72:2679-2690.

3. Kubota K, Ohashi A, Imachi H, Harada H. 2006. Visualization of *mcr* mRNA in a methanogen by fluorescence in situ hybridization with an oligonucleotide probe and two-pass tyramide signal amplification (two-pass TSA-FISH). J Microbiol Methods 66:521-528.

4. Ishii K, Muβmann M, MacGregor B, Amann RI. 2004. An improved fluorescence in situ hybridization protocol for the identification of bacteria and archae in marine sediments. FEMS Microbiol Ecol 50:203-213.

5. Krupke A, Musat N, LaRoche J, Mohr W, Fuchs BM, Amann RI, Kuypers MM, Foster R. 2013. In situ identification and N_2_ and C fixation rates of uncultivated cyanobacteria populations. Syst Appl Microbiol 36:259-271.

6. Cornejo-Castillo FM, Cabello AM, Salazar G, Sánchez-Baracaldo P, Lima-Mendez G, Hingamp P, Alberti A, Sunagawa S, Bork P, De Vargas C, Raes J, Bowler C, Wincker P, Zehr JP, Gasol JM, Massana R, Acinas SG. 2016. Cyanobacterial symbionts diverged in the late Cretaceous towards lineage-specific nitrogen fixation factories in single-celled phytoplankton. Nature Communications 7:1-9.

7. Shilova IN, Robidart JC, Tripp HJ, Turk-Kubo K, Wawrik B, Post AF, Thompson AW, Ward B, Hollibaugh JT, Millard A. 2014. A microarray for assessing transcription from pelagic marine microbial taxa. The ISME Journal 8:1476-1491.

8. Sun S, Chen J, Li W, Altinatas I, Lin A, Peltier S, Stocks K, Allen EE, Ellisman M, Grethe J, Wooley J. 2011. Community cyberinfrastructure for Advanced Microbial Ecology Research and Analysis: the CAMERA resource Nucl Acids Res 39:D546-D551.

9. Huang Y, Niu B, Gao Y, Fu L, Li W. 2010. CD-HIT Suite: a web server for clustering and comparing biological sequences. Bioinformatics 26:680-682.

10. Li W, Godzik A. 2006. Cd-hit: a fast program for clustering and comparing large sets of protein or nucleotide sequences. Bioinformatics 22:1658 - 1659.

11. Gentleman R, Carey V, Bates D, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J, Hornik K, Hothorn T, Huber W, Iacus S, Irizarry R, Leisch F, Li C, Maechler M, Rossini A, Sawitzki G, Smith C, Smyth G, Tierney L, Yang J, Zhang J. 2004. Bioconductor: open software development for computational biology and bioinformatics. Genome Biol 5:R80.

12. Huber W, Carey JV, Gentleman R, Anders S, Carlson M, Carvalho SB, Bravo CH, Davis S, Gatto L, Girke T, Gottardo R, Hahne F, Hansen DK, Izarry AR, Lawrence M, Love IM, Waldron L, Morgan. 2015. Orchestrating high-throughput genomic analysis with Bioconductor. Nat Meth 12:115121.

13. Smyth GK. 2005. Limma: Linear models for microarray data., p 397-420. *In* Gentleman R, Carey V, Dudoit S, Irizarry R, Huber W (ed), Bioinformatics and Computational Biology Solutions using R and Bioconductor. Springer, New York.

14. Kauffmann A, Gentleman R, Huber W. 2009. arrayQualityMetrics-a bioconductor package for quality assessment of microarray data. Bioinformatics 25:415-416.

15. Bolstad BM, Collin F, Brettschneider J, Simpson K, Cope L, Irizarry RA, Speed TP. 2005. Quality Assessment of Affymetrix GeneChip Data, p 33-47. *In* Springer NY (ed), Bioinformatics and Computational Biology Solutions using R and Bioconductor.

16. Bolstad B. 2004. Low level analysis of high-density oligonucleotide Array Data: Background, Normalization and SummarizationUniversity of California, Berkeley.

17. Irizarry R, Hobbs B, Collin F, Beazer-Barclay Y, Antonellis K, Scherf U, Speed T. 2003. Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics 4:249.

18. Shi T, Ilikchyan I, Rabouille S, Zehr JP. 2010. Genome-wide analysis of diel gene expression in the unicellular N_2_-fixing cyanobacteria *Crocosphaera watsonii* WH 8501. ISME J 4:621-632.

19. Zinser ER, Lindell D, Johnson ZI, Futschik ME, Steglich C, Coleman ML, Wright MA, Rector T, Steen R, McNulty NP, Thompson LR, Chisholm SW. 2009. Choreography of the transcriptome, photophysiology, and cell cycle of a minimal photoautotroph, *Prochlorococcus*. PLoS ONE 4:e5135.

20. Toepel J, Welsh E, Summerfield T, Pakrasi H, Sherman L. 2008. Differential transcriptional analysis of the cyanobacterium *Cyanothece* sp. strain ATCC 51142 during light-dark and continuous-light growth. J Bacteriol 190:3904-3913.

21. Futschik ME, Herzel H. 2008. Are we overestimating the number of cell-cycling genes? The impact of background models on time series analysis. Bioinformatics 24:1063-1069.

22. Moritz S, Sardá A, Bartz-Beielstein T, Zaefferer M, Stork J. 2015. Comparison of different methods for univariate time series imputation in R. arXiv:151003924

23. McMurdie P, Holmes S. 2013. Phyloseq: An R package for reproducible interactive analysis and graphics of microbiome census data. PLoS ONE 8:e61217.

# Supplementary material for: The Transcriptional Cycle Is Suited to Daytime N2 Fixation in the Unicellular Cyanobacterium “Candidatus Atelocyanobacterium thalassa” (UCYN-A)
**Source:** mBio. 2019 Jan 2;10(1):e02495-18. doi: 10.1128/mBio.02495-18
**Supplement:** TABLE S7

| Probe Name | Target | Sequence (5’ to 3’) | Reference |
| --- | --- | --- | --- |
| UPRYM69 | Host-A1 | CACAT**A**GGAACATCCTCC | Cornejo-Castillo et al.(6) |
| UPRYM69 competitor | Host-A2 used as  Host-A1 competitor | CACAT**T**GGAACATCCTCC | Cornejo-Castillo et al.(6) |
| UBRADO69 | Host-A2 | CACAT**T**GGAACATCCTCC | Cornejo-Castillo et al.(6) |
| UBRADO69 competitor | Host-A1 used as  Host-A2 competitor | CACAT**A**GGAACATCCTCC | Cornejo-Castillo et al.(6) |
| Helper A-PRYM | *Haptophyta* | GAAAGGTGCTGAAGGAGT | Cornejo-Castillo et al.(6) |
| Helper B-PRYM | *Haptophyta* | AATCCCTAGTCGGCATGG | Cornejo-Castillo et al.(6) |
| UCYN-A1 732 | UCYN-A1 | GTT**A**CGGTCCAGTAGCAC | Krupke et al.(5) |
| UCYN-A1 competitor | UCYN-A2 used  as UCYN-A1 competitor | GTT**G**CGGTCCAGTAGCAC | Cornejo-Castillo et al.(6) |
| UCYN-A2 732 | UCYN-A2 | GTT**G**CGGTCCAGTAGCAC | Cornejo-Castillo et al.(6) |
| UCYN-A2 competitor | UCYN-A1 used  as UCYN-A2 competitor | GTT**A**CGGTCCAGTAGCAC | Krupke et al.(5) |
| Helper A-732 | UCYN-A | GCCTTCGCCACCGATGTTCTT | Krupke et al.(5) |
| Helper B-732 | UCYN-A | AGCTTTCGTCCCTGAGTGTCA | Krupke et al.(5) |

How the deposited data were processed for this re-analysis (not part of the article)

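Transcripts of UCYN-A1 and UCYN-A2 were measured on 12 single-colour custom arrays with seawater samples of 8 time points, named by hours into the light (L) or dark (D) period with a leading 2 for the second cycle. L6, L9, D3 and 2L12 had 2 arrays each, and D6, 2D12, 2L3 and 2L9 had 1 each. Following the period in the sample records, 5 time points (8 arrays) were light and 3 (4 arrays) dark, with 2D12 taken at the end of the night. A pair of kinds of deposited data were used, the authors' gene tables and the scanner files of each array.

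For the gene tables the authors combined probes to genes by median polish and applied quantile normalization between arrays, as their methods state, and deposited log2 values for 1194 genes of UCYN-A1 with the spike-in controls and for 1242 genes of UCYN-A2. The scanner files as deposited hold the intensity of each spot from Feature Extraction, version 9.1 by the submitters' processing notes, with signal and background medians, a processed signal after background subtraction, and flags for spots that are saturated or well above background. Nothing was done by the authors to bring the intensity of different arrays to a common level in those files. Each scanner file holds 13346 custom probes and 96 spike-in probes, on 62976 spots for arrays of the 8x60K format and 180880 spots for the second D3 array and D6, which share a 4x180K slide. File headers place L9, 2L9 and 2L12 on a second 8x60K slide, and the other 5 arrays, whose files carry no header, were taken to be on a first 8x60K slide, an inference called slide 1 here.

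Depth of an array is given by signal over background. Between 57.7% (2L9) and 83.1% (first D3 array) of custom spots were well above background, 0 were saturated, and median signals of 38 to 74 stood over median backgrounds of 22 to 35. Precision is limited by the number of arrays rather than by spots, since 4 of 8 time points have a single array.

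A gene counted as detected where its ratio of signal minus background to background was 5 or more on at least 1 array, with the linear value of the deposited gene table as signal and the mean of the lowest 5% of the array as background, as the paper gives the rule without a number of arrays. Levels of single genes and lists are given after each array was centred on its median over the genes of the table, a step chosen after the array levels had been seen. Diel genes were called by a Fourier score at 24 h on standardized time-point means, with an FDR under 0.25 from 100 background sets that permute each gene's time points, written anew after the method that the paper names. Probes of the scanner files were scored with fewer background sets. Light and dark were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the 8 time-point means, and changes among time points with limma's F test on the 12 arrays. P-values were adjusted by Benjamini and Hochberg over the detected genes of a sublineage, with a threshold of 0.05. The time point is the sample for light and dark because arrays of a time point come from the same bucket as far as the records say, whereas settings with slide as a block or within slide 1 take arrays as samples. The second 8x60K slide shares no time point with the others, so the F test with slide as a block compares L9, 2L9 and 2L12 only with each other. Replicate SDs come from the 4 time points with 2 arrays, after centring.

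In total 19 gene lists were fixed before the data were examined from Tables S3 and S5 of the paper, whose values had been seen in part. Lists with at least 5 detected members were tested by camera against all other detected genes with a preset correlation between genes of 0.01, adjusted over the lists of a sublineage, and again with an estimated correlation. Genes of both sublineages were paired where a KEGG orthology number occurs once in each, and the median correlation of their time-point profiles was set against 10000 random pairings. Profiles of diel genes were grouped into 4 clusters by complete linkage on 1 minus the Pearson correlation. Light minus dark of paired genes was also compared between the sublineages with limma, and a light and dark split was set against all 56 ways to divide the time points into 5 and 3. Scanner files were summarized with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, scaled to the 75th percentile or by quantile normalization, and figures were drawn with matplotlib 3.10.9.

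Genes are named by a rule fixed before the data were examined. It takes every gene that the paper names in its results or the figures with gene labels, the 5 of highest mean in each sublineage, the 5 largest differences past the threshold in each direction, and up to 4 members of each list with the largest differences. Genes named for passing with slide as a block, the groups of hours in which maxima were counted, and genes given as examples of a range or an extreme were chosen after their values had been seen.

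The procedures were tested on simulated data with the array numbers of this study, 100 changed genes per set. For light and dark, limma recovered 80 of 100 differences of 1 log2 unit and 98 of 2 with 7 false calls among 891 genes in UCYN-A1, and 74 and 97 with 4 false calls among 947 in UCYN-A2. The F test recovered 69 and 96 with 4 false calls in UCYN-A1 and 72 and 89 with 7 in UCYN-A2. The Fourier score recovered 100 of 100 at both sizes with 33 and 44 false calls, and camera found 50 of 50 shifted lists. Genes were simulated independently of each other, so the camera result does not cover genes that vary together. For the Fourier score the simulated spread between time points was that between replicate arrays of L6, L9 and 2L12, so its recovery may be too favourable. Simulated genes without a rhythm, lowered at D6 and D3, had the same spread, so calls on them may be too many.

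Alternatives set before the data were examined were other detection rules, background models and thresholds for the Fourier score, other genes tested, time point or slide as blocks, the replicate number as a block, 2D12 counted as light, and leaving out each replicate or time point in turn. Added after the data were seen were array centring, quantile normalization of the gene tables, leaving out the 4x180K slide, genes of Table S5 only, slide 1 alone, the Table S5 values and a higher detection minimum. Gene-level results from the scanner files are not reported here, since those files do not say which gene a custom probe belongs to, and they were used by probe only. *nifH* and *psaA* of UCYN-A1 were not analysed here because no line of the gene table could be matched to them, and not all lines could be named. For 53 of 394 genes of UCYN-A2 in Table S5 the values there differ from the deposited ones by over 0.01, against 0 of 367 in UCYN-A1, and the deposited values were used.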

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

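The rules that singled out the results in this part were set before the data were examined, and the comparisons by array format, by slide and with the Table S5 values were chosen after the results had been seen. Dixon's ratio looked for a sample or pair far from the others of its group, and by chance it picks about 1 in 20 groups, while 3 of 29 groups were picked.

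The 2 arrays of D3 were much farther apart in level than those of other time points. Second minus first array had a median over genes of -1.07 log2 units in UCYN-A1 and -1.02 in UCYN-A2, against -0.01 to -0.06 for the pairs of L6, L9 and 2L12. The correlation of the D3 pair was 0.975 and 0.965, close to that of the others, so the order of genes was shared.

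Slide format left unscaled in the gene tables may account for this, because the second D3 array and D6 share the only 4x180K slide. Custom probes of the scanner files differed by a median of -0.975 between the D3 arrays before any scaling, which that explanation needs. Scaling to the 75th percentile left -0.07. Raw levels as low occurred on 8x60K arrays, so the raw difference alone does not single out the format. Median log2 processed signals were 3.71 on the second L9 array and 3.70 on 2L9, against 3.88 on D6 and the second D3 array. In the gene table of UCYN-A1 the former 2 arrays had medians of 4.58 and 4.79, while D6 and the second D3 array stayed at 3.67 and 3.69. Fewer transcripts at night would lower both D3 arrays alike, so a difference of -1.07 between arrays of the same hour argues against it as the cause. Within the 4x180K slide, D6 minus the second D3 array had a median of -0.01 in UCYN-A1 and -0.02 in UCYN-A2. The first D3 array, on another slide, had median levels of 4.73 and 4.78. These lie within the 4.58 to 4.79 and 4.59 to 4.81 of all arrays off the 4x180K slide. The values argue against a lower level at D6 itself, provided that the format lowers both of its arrays alike. D6 has a single array, so that condition was not tested.

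Fatty acid synthesis genes of UCYN-A1 averaged 6.37 log2 units at 2L9 with arrays centred, above all other light time points, the nearest of which had 6.31. It was the only pick among 27 tests on lists, a number that chance alone would reach.

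Light minus dark differed between the sublineages in 8 of 147 gene pairs at an adjusted p under 0.05 from limma (44 at an unadjusted p under 0.05). UCYN-A1 minus UCYN-A2 was 1.98 log2 units for *coxB* (adjusted p = 0.00946), 1.54 for *sqdB* (adjusted p = 0.0416) and 1.36 for *rps9* (adjusted p = 0.0416), which code for a cytochrome oxidase subunit, a sulfolipid enzyme and a ribosomal protein. Smaller differences were found for *psaL* with 0.93, *rpl13* with 0.88 and *chlN* with 0.79, and in the other direction for *psaB* with -0.77 and a DNA and RNA helicase gene with -0.71 (adjusted p = 0.0382 for *rpl13* and *psaB* and 0.0416 for the others from limma). Array level is shared by both members of a pair and does not enter these differences, except where the genes respond to it unequally. With the Table S5 values, a setting chosen afterwards, *coxB* had 1.56 (adjusted p = 0.0407 from limma), while *sqdB* had 0.49 and lost its call (adjusted p = 0.155). Within slide 1 the differences kept their sign, at 1.55 for *coxB*, 0.90 for *rpl13*, 0.46 for *rps9*, 0.44 for *chlN*, 0.43 for *sqdB*, 0.38 for *psaL*, -0.29 for *psaB* and -0.48 for the helicase gene. Unadjusted p-values from limma there were 0.289 for *psaB* and 0.275 for *psaL*, and under 0.05 for the others. The arrays of slide 1 are among those on which these genes were picked, so a kept sign is no separate evidence.

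Table S5 of the paper leaves part of the detected genes aside. By the minimum of 5 on at least 1 array, 524 detected genes of UCYN-A1 and 553 of UCYN-A2 are not in that table, and they entered every count and test here.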

How the results depend on the processing

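Settings with array centring, quantile normalization, without the 4x180K slide, on genes or values of Table S5, or within slide 1 after centring, and a minimum of 20 for detection, were chosen after seeing the data, and all others before the data were examined. Unless an alternative's own construction shows it, the cause was not tested.

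Detected genes stayed within 1.5 times of 891 and 947 under all 4 planned rules, and a minimum of 20 left 375 and 405, as a stricter minimum must. Diel genes by Fourier score, 836 in UCYN-A1 and 871 in UCYN-A2, moved in several settings. An FDR threshold of 0.05 left 2 and 14, as a stricter threshold gives fewer, and removing each gene's slide mean left 0 and 0. Array centring gave 240 and 434, quantile normalization 276 and 490, leaving out the 4x180K slide 3 and 29, a limma cosinor F test after centring 71 and 117, and genes of Table S5 only, which are fewer, 334 and 354. Leaving out single arrays or time points gave 173 (without D6) to 853 (without the first D3 array) in UCYN-A1 and 212 (without the second D3 array) to 896 (without the first) in UCYN-A2. Autoregressive and Gaussian backgrounds stayed within 1.5 times.

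For the F test among time points, 140 genes in UCYN-A1 became 5 with slide as a block, 67 with only the 4 replicated time points, 93 with genes detected on all 12 arrays, 364 after centring, 343 after quantile normalization, 299 without the 4x180K slide and 5 with centring and slide as a block. In UCYN-A2, 193 genes became 19, 109 (replicated time points), 374 (centring), 343 (quantile normalization), 374 (without the 4x180K slide) and 19 (centring and slide as a block). Single arrays left out gave 51 (without the second L9 array) to 847 (without the first D3 array) in UCYN-A1 and 98 (without the first L9 array) to 872 (without the first D3 array) in UCYN-A2. Without either D3 array the wide D3 pair no longer enters the residual spread, which by construction raises the count.

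Between light and dark, limma called 267 genes in UCYN-A1 and 84 in UCYN-A2. More genes passed with time point as a random block (492 and 450), 2D12 counted as light (695 and 655) and without 2D12 and 2L12 (661 and 648), and in UCYN-A2 also with 12 arrays as samples (326) and genes detected on all 12 arrays (196). In UCYN-A1 0 genes passed with slide as a block (49 at an unadjusted p under 0.05), slide as a random block (76), the slide with both periods only (88), centring (187), quantile normalization (193), without the 4x180K slide (66), within slide 1 after centring (63) and with centring and slide as a block (44), and 145 with genes of Table S5 only. In UCYN-A2 0 passed under the same settings (62, 92, 90, 205, 218, 67, 82 and 60 at an unadjusted p under 0.05), and also with all genes of the table (442) and Table S5 values after centring (202). Leaving out 1 array or time point gave 0 (without D6, 234 at an unadjusted p under 0.05) to 684 (without 2D12) in UCYN-A1 and 0 (without L9, 343 at an unadjusted p under 0.05) to 639 (without 2D12) in UCYN-A2.

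Arrays with the same replicate number share only that number. Their deviations from time-point means correlated by -0.0606 to 0.30 in UCYN-A1 and -0.0418 to 0.301 in UCYN-A2, and 3 and 1 of 6 correlations were over 0.1. With the replicate block the F test passed 225 genes in UCYN-A1 and 264 in UCYN-A2, limma called 408 and 371 genes between light and dark on 12 arrays, and the nitrogen fixation list of UCYN-A1 turned to 0.0074 (camera adjusted p = 0.72), and no call of a list changed.

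List values here are the mean light minus dark difference of the members minus that of all other genes. The nitrogen fixation list of UCYN-A1 had -0.07 (camera adjusted p = 0.551) and reversed in several settings without passing. It was 0.0296 with time point as a random block (adjusted p = 0.713 from camera in limma), 0.0901 with slide as a random block (0.737), and 0.0913 with slide as a block (0.783), within the slide of both periods (0.882), within slide 1 after centring (0.995) and with centring and slide as a block (0.947). With 2D12 counted as light it was 0.33 (0.723) and without 2D12 and 2L12 0.34 (0.118). Leaving out time points or arrays gave -0.27 (without D3) to 0.22 (without 2D12), with 0.04 without 2L12. In UCYN-A2 the difference of 0.21 (adjusted p = 0.884) rose to 0.81 without 2D12 and 2L12, where the list passed (adjusted p = 0.00662), and ran from -0.10 (without D3) to 0.67 (without 2D12).

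Ribosomal protein genes kept their direction in all settings, with -0.56 in UCYN-A1 (camera adjusted p = 3.42e-13) and -0.87 in UCYN-A2 (adjusted p = 4.6e-28). The calls were lost only with an estimated correlation (adjusted p = 0.278 and 0.107, and 0.753 and 0.552 after centring), and leaving out time points gave -0.81 to -0.38 and -1.31 to -0.57. Photosystem I genes kept their direction too, from -0.70 (camera adjusted p = 0.000691) and -0.58 (adjusted p = 0.000187), but lost the call in some settings. In UCYN-A1 these were 2D12 counted as light (-0.48, adjusted p = 0.229), slide 1 after centring (-0.40, 0.0582) and the estimated correlation (0.336, and 0.745 after centring). In UCYN-A2 they were slide as a block (-0.32, camera adjusted p = 0.0792), the slide with both periods (-0.32, 0.0823), quantile normalization (-0.46, 0.123), without the 4x180K slide (-0.32, 0.211), slide 1 after centring (-0.32, 0.309), centring with slide as a block (-0.32, 0.222), Table S5 values after centring (-0.56, 0.0738) and the estimated correlation (0.252, and 0.552 after centring). Leaving out time points gave -0.90 to -0.56 and -0.80 to -0.39. Of the other lists 3 passed, photosystem I in both sublineages and chlorophyll synthesis in UCYN-A2, against 0 with an estimated correlation and 1 without the 4x180K slide.

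Paired genes had a median correlation of 0.815 that ran from 0.723 to 0.848 when a time point was left out. The largest cluster held 1255 genes and 290 after centring, for which fewer genes were called. Spike-ins gave 0 calls in all settings (43 of the deposited values and 3 and 0 scanner probes at an unadjusted p under 0.05, the last on 8x60K slides only). Deposited spike-in values followed the scanner probes on the 4x180K arrays (r = 1.00) but not on the other 10 arrays (r = -0.145 to -0.0647), so they are no check of the 8x60K arrays.

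Alternatives from the scanner files that need a gene for each probe were not run, namely detection on scanner signals or flags, 75th percentile scaling, normexp correction and quantile normalization by gene, and named genes with slide as a block on such values. Signal over background limits which genes can be seen, and arrays such as 2L9, with 57.7% of spots well above background, leave weak genes near the floor.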

Differences from the paper's values

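Alternatives set before the data were examined are called planned, and the paper's thresholds were used unless another is named. The paper has 365 and 394 detected genes in UCYN-A1 and UCYN-A2, the paper's 31% of all, against 891 and 947 genes here (74.6% and 76.2%) at the same minimum of 5. No planned rule came within 1.5 times of the paper's counts, with 773 and 816 genes for at least 6 arrays, 643 and 663 for all 12 arrays, 777 and 822 for the mean over arrays and 1024 and 1064 for a minimum of 3. A minimum of 20, chosen after seeing the values from 8 minima tried, gave 375 and 405 genes (31.4% and 32.6%), and it drops 18 and 16 of the genes in the paper's Table S5.

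As a share of all genes the paper gives 27% diel genes, against 70.0% and 70.1% here, and the paper's Table S2 lists 316 and 335 diel genes, against 836 and 871 here at the same FDR under 0.25. The genes called here include 315 of those 316 and 330 of those 335. Planned settings within the paper's range were leaving out the second D3 array in UCYN-A1 (252 genes, 21.1%) and leaving out D6 in UCYN-A2 (269 genes, 21.7%), which miss 194 and 263 genes of Table S2. All other planned settings differed, among them the autoregressive and Gaussian backgrounds, FDR thresholds of 0.05 and 0.10, the limma cosinor F test, the slide mean removed, all genes or those detected on all 12 arrays, and every other array or time point left out. Array centring (240 and 434 genes, 20.1% and 34.9%) and quantile normalization (276 and 490, 23.1% and 39.5%), both chosen after seeing the values, came within 1.5 times of the paper's counts and drop 215 and 152, and 197 and 114, of the Table S2 genes. Genes of Table S5 only, also chosen after seeing the values, gave 334 and 354 (28.0% and 28.5%) and drop 1 and 5.

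The lowest log2 value is the paper's 2 against 0.38 here, for which no other setting was run beforehand, and genes of Table S5 only, chosen after seeing the values and dropping 0 genes of that table, gave 2.45. For amplitudes the paper writes folds of more than 3 for *petL* and *nifK*, 4 for the *nifHDK* genes and more than 5 for COP23 without a scale, and here the ranges were 3.01, 3.41, 3.17 to 4.63 and 4.15 to 5.48 log2 units, or on the linear scale folds of 8.06 for *petL*, 10.6 for *nifK* of UCYN-A1, 9.02 to 24.8 for the *nifHDK* genes and 17.7 to 44.6 for COP23. The paper's bounds all hold on the linear scale and all but that for COP23 of UCYN-A2 on the log2 scale, its 4 for the *nifHDK* genes lies within the log2 ranges and below the linear folds, and which scale it used is open.

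Some directions and rankings also differed. The paper places nitrogenase, ATP synthase and cytochrome b6f genes with *psaC* among the most highly transcribed, and here *petB*, *petC* and *nifH* of UCYN-A2 ranked 1, 27 and 4 and *petB* and *petC* of UCYN-A1 8 and 9, but *atpA* ranked 76 and 209, *atpB* 357 and 316, *nifD* 273 and 103 and *nifK* of UCYN-A2 468. Such ranks are rough, because hybridization strength differs between probes. The paper reports that *kaiC* was not detected, and here it passed the minimum on 1 of 12 arrays, though on none at the minimum of 20. The paper's night cluster is its smallest, and here the night group had 83 genes and a group highest at 2D12 had 30 on the deposited values.

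For glycolysis the paper names sunrise and midday. Here 7 of 8 members in UCYN-A1 and 4 of 6 in UCYN-A2 were highest in the afternoon relative to the array median. On the deposited values the list was highest at 2L9 in both (6.33 and 6.22 log2 units). Afternoon maxima were common among all detected genes, with 22.8% and 24.6% at 2L9 alone after centring and 38.7% and 34.8% on the deposited values. The list's counts were not tested against the shares of all genes. The paper gives the pentose phosphate pathway a similar course, and here 4 of 5 and 3 of 6 members were highest at D6 after centring, while on the deposited values the list mean was highest at 2D12, with 6.22 and 5.97. The paper states higher daytime levels for *sod1* and the *prxR* genes, and here light minus dark after centring was -0.13 for *sod1* and -0.59 and -0.24 for the *prxR* genes of UCYN-A1 (none past the threshold), against 0.39, -0.07 and 0.28 on the deposited values and 0.16 after centring for *prxR* of UCYN-A2. The phosphate transporter is a daytime system in the paper. Here *pstA* and *pstC* of UCYN-A1 and *pstC* of UCYN-A2 had daytime maxima, but after centring *pstS* was highest at D6 and D3 and *pstA* of UCYN-A2 at D6, whereas on the deposited values these had their maxima at 2L3, L6 and 2L3. For *coxA* the paper names the night, and rarely the day, and after centring *coxA* of UCYN-A1 was highest at D6, while *coxA* of UCYN-A2 was highest at 2L9.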

Other observations

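Iron transport genes rose toward the second afternoon in UCYN-A1. *afuA*, for an iron-binding protein, had 6.15 log2 units at 2L9 and 4.95 at 2D12 (F test adjusted p = 0.0105 from limma, n = 12 arrays), the permease gene *afuB* 7.10 and 6.49 at 2L9 and D6 (adjusted p = 0.0339), and *exbB*, which powers uptake across the outer membrane, 6.50 and 5.57 at 2L9 and 2D12 (adjusted p = 0.0175). *afuB* of UCYN-A2 was highest at L9 with 6.35 (adjusted p = 0.0189). The median light minus dark difference was 0.29 in UCYN-A1 and 0.10 in UCYN-A2, with 3 and 1 members, too few for a list test. By contrast, of the hydrogenase genes only *hypD* of UCYN-A2 changed, with 6.96 at D6 and 6.24 at 2L12 (adjusted p = 0.0383), and *hupL* of UCYN-A1, for the large subunit, was highest at D6 without passing (6.22, adjusted p = 0.0766). Hydrogenase medians were -0.01 and -0.22 for light minus dark with arrays centred.

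The tests of the 2L9 array and of ribosomal protein genes below were chosen after the result was seen, and those on other splits of the time points before.

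The 2L9 array held the maximum of 38.7% of detected genes in UCYN-A1 and 34.8% in UCYN-A2, and 22.8% and 24.6% after centring. Time of day may account for part of it, as the 100 genes of highest mean in each sublineage, which are not chosen for the pattern, differed by a median of 0.236 from L9 at the same hour. Yet 72 of these 100 in UCYN-A1 and 90 in UCYN-A2 were higher at 2L9 than at L9, an excess that the shared hour leaves unexplained. The slide could account for it as well, since 2L9 minus the other arrays of its slide was 0.161, and all afternoon arrays lie on that slide, so the tests do not separate these causes. Low signal on the 2L9 array is argued against, since the second L9 array, of similar signal, minus the first was -0.0568, a comparison that rests on 1 array.

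Ribosomal protein genes were lower in light than other genes, which might come from the array scale or the slide. Camera passed the list at adjusted p-values of 4.53e-06 in UCYN-A1 and 5.41e-11 in UCYN-A2 with arrays centred and of 7.7e-05 and 5e-08 within slide 1, but not with an estimated correlation (0.753 and 0.552, then 0.894 and 0.825). Centring leaves the difference from other genes as it was, so it cannot test the array scale. Within slide 1, an inferred group of arrays whose files carry no header, the list was still below other genes by -0.29 and -0.52. There 29 of 37 and 34 of 39 members were lower in light. If those arrays do share a slide, the slide cannot be the cause there, but the dark arrays are only the first of D3 and that of 2D12. With the calls lost at an estimated correlation, the slide's part in the whole difference is not settled. Of the 56 splits of time points, 3 gave a difference from other genes as low as the real -0.56 in UCYN-A1 and 3 as low as -0.87 in UCYN-A2, the highest other being -0.68 and -1.04, so chance cannot be excluded.

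For photosystem I, 1 split of 56 reached -0.70 in UCYN-A1 and 1 reached -0.58 in UCYN-A2, each the real split, with -0.60 and -0.56 as the highest other. The paper named these genes from the same samples, so the splits cannot exclude chance. The nitrogen fixation difference of -0.07 in UCYN-A1 was reached by 47 of 56 splits, with -0.64 as the highest other, and that of 0.21 in UCYN-A2 by 35, with 0.88, so chance is not excluded. The counts of 267 and 84 genes between light and dark were reached only by the real split, 1 of 56 in each sublineage, with 53 and 26 genes as the highest other. These splits used the deposited values, in which D6 and the second D3 array, both dark, lie low. The real split was thereby favoured, and the test cannot tell light and dark from array level. With arrays centred limma called 0 genes. On simulated genes without change, lowered by 1 at D6 and by 0.5 at D3, limma called 375 in UCYN-A1 and 0 in UCYN-A2. Those genes had only the spread between replicate arrays.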
